# The elucidation of the anti-inflammatory mechanism of EMO in rheumatoid arthritis through an integrative approach combining bioinformatics and experimental verification

**DOI:** 10.3389/fphar.2023.1195567

**Published:** 2023-06-01

**Authors:** Pusheng Hui, Sicong Zhou, Chunhao Cao, Wenting Zhao, Li Zeng, Xiaofeng Rong

**Keywords:** Emodin, rheumatoid arthritis, RNA-seq, single cell RNA-seq, inflammatory

## Abstract

**Introduction:** Emodin (EMO), a natural derivative of the anthraquinone family mainly extracted from rhubarb (Rheum palmatum), has previously been demonstrated to possess superior anti-inflammatory properties from a single target or pathway. In order to explore the underlying mechanism of action of EMO against rheumatoid arthritis (RA), a network pharmacology approach was employed.

**Methods:** A gene expression profile from GSE55457 available from the Gene Expression Omnibus (GEO) database was used to identify the targets of EMO action. Further, single cell RNA sequencing data from GEO database of RA patients (GSE159117) were downloaded and analysed. To further investigate the anti-RA effect of EMO on MH7A cells, the expression of IL-6 and IL-1β were monitored. Finally, RNA-seq analyses were conducted on synovial fibroblasts from EMO-treated.

**Result:** We screened the key targets of EMO against RA using network pharmacology methods, including HMGB1, STAT1, EGR1, NR3C1, EGFR, MAPK14, CASP3, CASP1, IL4, IL13, IKBKB and FN1, and their reliability was verified using ROC curve. Single-cell RNA sequencing data analysis showed that these core target proteins mainly played a role by modulating monocytes. The anti-RA effect of EMO was further verified with MH7A cells, which showed that EMO could block cell differentiation and reduce the expression of IL-6 and IL-1β. WB experiments confirmed that EMO could affect the expression of COX2, HMBG1 and the phosphorylation of p38. Finally, sequencing of synovial fibroblasts from rats treated with EMO showed consistent results with those predicted and verified, further proving the anti-inflammatory effect of EMO.

**Conclusion:** Our research shows that EMO inhibits inflammatory response of rheumatoid arthritis (RA) by targeting HMGB1, STAT1, EGR1, NR3C1, EGFR, MAPK14, CASP3, CASP1, IL4, IL13, IKBKB, FN1 and Monocytes/macrophages.

## 1 Introduction

Rheumatoid arthritis (RA) is an autoimmune condition with clinical manifestations including swelling joint pain and stiffness as the main characteristic symptoms (D’Agostino et al., 2016). Approximately 5 out of every 1,000 adults in the world suffer from RA. This disease can occur at all ages, but high prevalence is reported around 60 years old, and the impact on women is 2–3 times that of men (Sparks et al., 2021). Extra-articular features in patients with RA are also very common, and the occurrence of severe infections, respiratory diseases, osteoporosis, cardiovascular diseases, and cancer usually herald adverse outcomes. In the past 20 years, the emergence of biological agents including interleukin 6 (IL-6) inhibitors, costimulatory modulators, B cell depleting drugs as well as tumor necrosis factor (TNF) inhibitors has changed the original treatment strategy and fundamentally Changed the course of rheumatoid arthritis (Crossfield et al., 2021). However, the above-mentioned drugs have varying degrees of adverse reactions or clinical application restrictions, which reduce their expected clinical effects, or they may cause a serious burden on patients‘ medication due to their high price and other factors (Harigai, 2019; Solomon et al., 2020; Tang et al., 2021). Therefore, it is essential to search for more effective, reliable, and cost-effective anti-RA drugs.

Since Chinese medicines are almost natural, they have fewer side effects and lower prices. Some traditional Chinese medicine extracts such as *tripterygium wilfordii* (celastrol) have been proven to have a therapeutic effect on RA in a variety of ways (Song et al., 2020). The plant rhubarb (*rheum palmatum L.*), as one of the traditional Chinese medicines, has a history of thousands of years of use in China. Studies have confirmed that rhubarb and rhubarb extracts have anti-tumor, anti-inflammatory and other pharmacological effect (Shen et al., 2019; Dong et al., 2020). Emodin (EMO) is a natural anthraquinone derivative, which is the active ingredient of rhubarb, Polygonum cuspidatum, Polygonum multiflorum and aloe. It has extensive pharmacological as activities including anti-bacterial, anti-allergic, anti-osteoporosis, anti-viral, anti-diabetic, immune Inhibition, neuroprotection, and liver protection, etc. (Semwal et al., 2021). In an *in vitro* model, EMO exhibits anti-rheumatoid activity through inhibition of the proliferation and metastasis of fibroblast-like synovial cells (Zhu et al., 2019). Although the anti-RA effect of EMO has been demonstrated, the underlying cellular and molecular mechanisms remain unclear. However, due to the limitations of the experimental method, the uncertainty of the research findings is inevitable in the in previous studies. Therefore, in addition to the network pharmacology analysis, RNA sequencing (RNA-seq) and Single-Cell Transcriptome Sequencing analysis were conducted in the present study. It can detect both coding and non-coding genes, enabling a better understanding of potential pathways for disease progression through unbiased analysis (Zhang et al., 2019; K et al., 2021). Finally, we conducted the cell experiments with MH7A *in vitro* to validate the results of systems pharmacology study and RNA-seq.

## 2 Materials and methods

Flowchart was shown in Figure 1.

**FIGURE 1:**
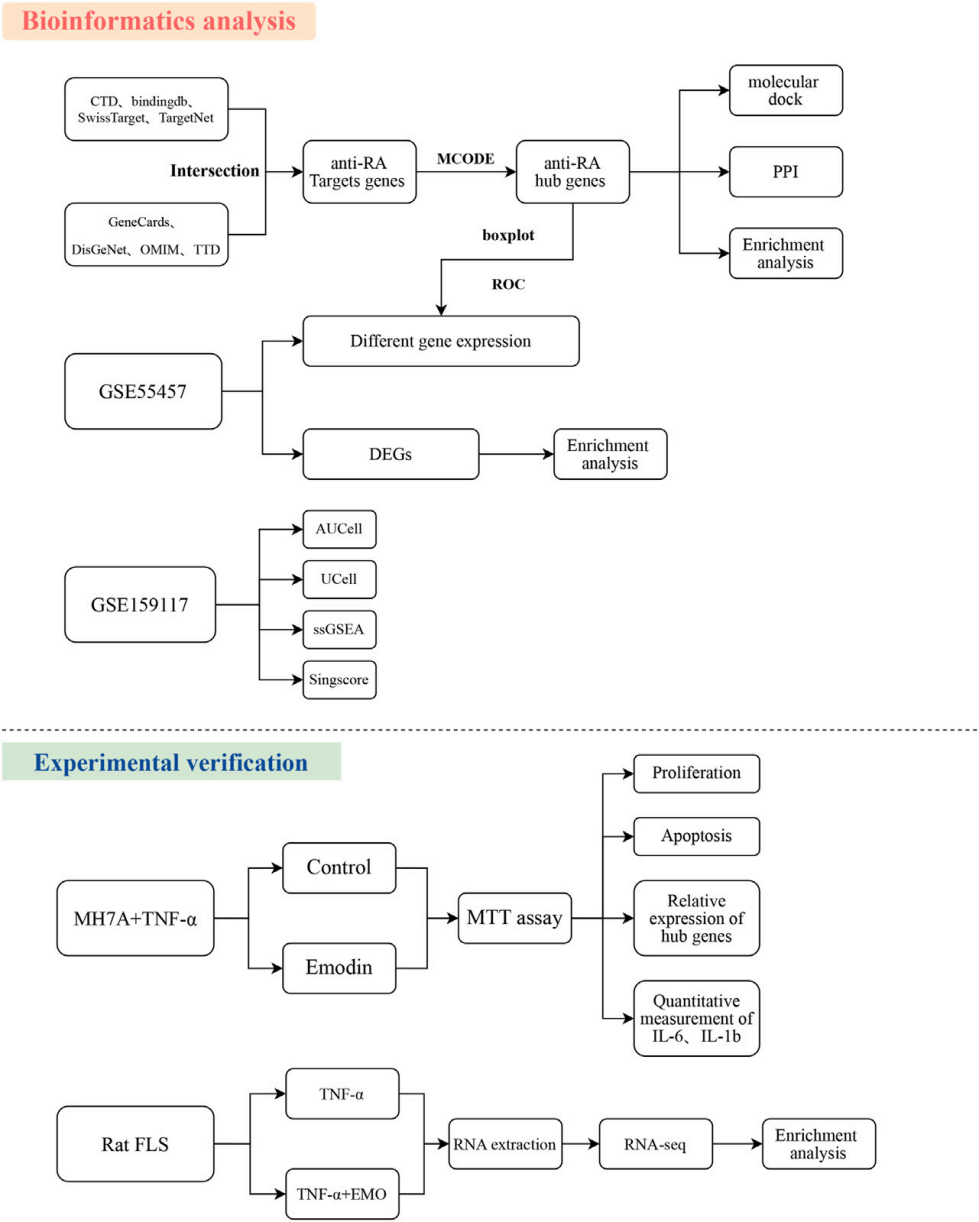
Workflow of the study. The Figure indicates the anti-RA action and mechanism of EMO using the systems pharmacology, RNA-seq, and experimental verification approach.

### 2.1 Acquisition of EMO pharmacokinetic data

EMO structure was acquired from the NCBI PubChem Database (https://pubchem.ncbi.nlm.nih.gov/) in SMILES format. Absorption, distribution, metabolism, excretion and targets data of EMO were retrieved from CTD (Davis et al., 2021), BindingDB (Gilson et al., 2016), SwissTargetPrediction (Daina et al., 2019), TargetNet database (Yao et al., 2016). All targets were displayed using Venn online tool (Jia et al., 2021).

### 2.2 Targets prediction of EMO against RA

All therapeutic targets of RA were retrieved from OMIM (Amberger et al., 2015) (https://omim.org/, Updated 17 March 2023), DisGeNet (Piñero et al., 2020), TTD database (Wang Y. et al., 2020), and GeneCards (https://www.genecards.org/) using “Rheumatoid Arthritis” as the keyword and “*Homo sapiens*” as the species. Because there are too many targets for RA, we select targets that appear twice or more frequently in the above databases as the targets for follow-up research. A webserver was used for construction of a Venn diagram for visualization of overlapping targets of EMO and RA (https://www.omicstudio.cn/tool/6).

### 2.3 Protein-protein interaction (PPI) network construction

String tool (https://stringdb.org/) was used for topology analysis. RA and EMO common targets were uploaded to String. Then, The MCODE algorithm, a Cytoscape plug-in, is used to identify highly interconnected regions within an interactome, with the genes in these regions being designated as hub genes. (Xie et al., 2022).

### 2.4 KEGG pathway and Gene Ontology enrichment analyses

Functional annotation of the properties of genes and their products in organisms were elucidated through Gene Ontology (GO) analysis (Gene Ontology Consortium, 2015). Differential genes were evaluated through Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis (Kanehisa et al., 2017). Further, Metascape tool was used perform GO and KEGG enrichment analyses based on the common targets. The results were visualized using ggplot R (version 4.2.2) package. Under the condition of *p* < 0.05, 10 biological processes, cell components, and molecular functions (abbreviated as BP, CC, and MF, accordingly) ranked highest in the GO analysis were extracted. According to the KEGG pathway analysis, EMO is implicated in numerous signaling cascades. Furthermore, the top 20 cascades were picked to construct a barplot.

### 2.5 Molecular docking

The hub genes obtained in the previous step is molecularly docked with the compound of emodin. The molecular docking can effectively determine the small molecule compound that matches the space, force and electrical characteristics 01 the target receptor site and predict the possibility of binding to the target. Firstly, the 3D structures of target proteins were acquired from Protein Data Bank (Berman et al., 2000). AutoDock Vina (Eberhardt et al., 2021) was used to conduct docking of EMO to protein targets and the binding affinity of EMO to protein targets was evaluated by determining the binding energy. The default settings were used and blind docking (entire protein molecule) was conducted.

### 2.6 RNA-seq

#### 2.6.1 Reagents and cell lines

RA-FLS cells (rat) and MH7A cells were acquired from Biovector NTCC (Beijing, CHN). RA-FLS cells were grown incubated at37°C under continuous supply of 5% CO_2_ in DMEM (Cat#11995065, Gibco, United States) enriched with 10% FBS (Gibco, Cat#10099141) and antibiotics, namely streptomycin and penicillin (Cat#15070063, Gibco, United States). To explore the effect of EMO on FLS cells, we divided two different groups. Subsequently, 10 ng/mL TNF-α (Cat#400-14, PeproTechAsia) was administered to the TNF-α group and RA-FLS cells were administered with both TNF-α and 80 μmol/L EMO. After incubating for 24 h, RA-FLS cells were harvested for the following experiment.

#### 2.6.2 RNA extraction

The Qiagen RNeasy Kit (Cat#74106, United States) was used to isolate and purify total RNAs.

The quality of RNA samples was determined using Nanodrop (Thermo Fisher Scientific). AnAgilent 2100 Bioanalyzer was used to evaluate the results.

#### 2.6.3 Preparation of library for transcriptome sequencing (RNA-seq)

In Novogene (China), RNA libraries were prepared, and data was processed. Next, 1 μg of RNA was utilized for each sample, followed by generating libraries using Illumina^®^ NEBNext^®^ UltraTM RNALibrary Prep Kit (NEB, United States), as suggested by the manufacturer. The first step was to purify mRNA by binding polyA to mRNA using OligodT-labeled magnetic beads (llumina Inc., San Diego, United States). The mRNA was then mixed with NEBNext First Strand Synthesis Reaction Buffer (×5). A short fragment of 200–300 bp in size was obtained by mixing. MMuLV Reverse Transcriptase without RNase H activity and random hexamer primers were used to generate first-strand cDNA. Conversion of this cDNA to double-stranded cDNA using RnaseH and DNA Polymerase I. Under the function of 3′-5′ exonuclease and polymerase, fragmentation overhangs were translated to blunt ends. DNA fragments were adenylated, and the fragments were then ligated to the sequencing adapter by A and T complementary base pairing. Then, sequencing libraries were constructed using the AMPure XP system purification method (Beckman Coulter, Shanghai, China) and PCR methods.

Finally, the libraries were evaluated by the Agilent Bioanalyzer 2100 system. Poly (A) selected paired-end sequencing libraries were generated according to the instructions in the TruSeq manual. The sequencer Illumina HiSeq 2000 was emploved to sequence all the libraries.

#### 2.6.4 RNA-seq data analysis

Fastqc (version 0.10.0, Babraham Bioinformatics) was used to perform the quality checks, which can clean up reads by deleting reads that contain adapter/ploy-N and have low-quality. Rat reference genome constructed by paired-end sequencing was aligned against the clean reads using Hisat2 v2.0.5 tool. The number of genes expressed was adjusted to Fragments Per Kilobase of Transcript Sequence per Million mapped reads (FPKM). DEseq (3 biological replicates per condition) was used to identify genes that were differentially expressed genes (DEGs) (*p*-value <0.05). The false discovery rate (FDR) of the *p*-value was normalized using Benjamini-Hochberg method.

### 2.7 Receiver operating characteristic (ROC) curve

In addition, we retrieved GSE55457 from the GEO database to verify the results. The dataset comprised genome-wide transcriptome data from 20 healthy controls, 26 patients with osteoarthritis, and 33 patients with RA. The performance of hub genes was evaluated using the Receiver Operating Characteristic (ROC) curve. For ROC computations, the R package partial ROC (pROC) was employed.

### 2.8 GSEA analysis

We performed GSEA of two groups RNA-seq data by GSEA (R GSVA package, htp://software.broadinstitute org/gsea/index.jsp). Each expression group was classified into downregulated group and upregulated group, and GSEA software was applied to each group for enrichment analysis. This analysis respectively identified the immune related genes that were upregulated or downregulated in RA-FLS. 

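GSEA gene sets were not used here. For rat RA-FLS, a list of 33 genes that NF-κB activates after TNF, written before the data were examined, was tested in the 3 TNF-α+EMO against the 3 TNF-α libraries with limma's camera, adjusted over 10 lists. Of the 32 members tested, 26 were lower and 6 higher with EMO, with a median log2 fold change of -2.39 (adjusted p = 5.7e-14), and -2.39 (adjusted p = 4.0e-07) with the replicate number as a block. At an adjusted p under 0.05 and an absolute log2 fold change over 1, 22 were lower and 3 higher. Over the fits that each left out one library, the median of the list ranged from -2.47 to -1.44. Both groups received TNF-α, so whether TNF-α had raised these genes in these cells was not tested. Some members, such as Ccl2, Csf1 and Ptgs2, also belong to the chemokine, cytokine or hub gene lists used below. The results of these lists are therefore not independent. Vcam1 (chromosome 2, 219071193 to 219097619), an adhesion molecule, fell from 11794 ± 87.0 to 45.4 ± 2.12 normalized counts (SD, n = 3 each), a log2 fold change of -8.02 (standard error 0.08, adjusted p = 8.1e-13 by edgeR). Icam1, of the same family, changed little, by a log2 fold change of 0.13 (standard error 0.06), and its adjusted p was under 0.05 in the main comparison but not with DESeq2's size factors, where it was 0.064.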

Default weighted enrichment statistics was used for gene enrichment analysis, and the number of replicates was as 1,000. GSEA used FDR to determine enriched terms. FDR <0.25 was used to denote significantly enriched gene sets in GSEA.

### 2.9 Immune infiltration analysis

CIBERSORT (https://cibersort.stanford.edu/) was used to estimate cell type ratios (Zhang et al., 2022). These proportions were then multiplied by a measure of the total fraction in the tissue to produce corresponding estimates. Additionally, combinations of aggregate values were used to estimate the abundance of more comprehensive cell classes, such as lymphocytes, macrophages, and CD4 T cells. Any samples with an estimated *p*-value of <0.05 were reported. Subsequently, the expression differences of hub genes in different immune cells of RA patients and healthy individuals were calculated. The result display is drawn with the pheatmap package in R.

### 2.10 Single-cell RNA-seq

Single-cell mRNA sequencing (scRNA-seq) enables unbiased, high-throughput, and high-resolution transcriptomic analysis of single cells (Kolodziejczyk et al., 2015). We downloaded single-cell transcriptome data from the peripheral blood mononuclear cells of RA patients from the GEO database (GSE159117). Single-cell RNA sequencing (scRNA-seq) data from PBMCs of healthy and RA patients was analyzed using the Seurat (version 4.0) R package. After removing two-cell effects and standardizing, highly variable genes were identified, followed by scaling of all genes using the ScaleData function. Subsequently, thirty statistically significant principal components were chosen as inputs for Stochastic Neighbor Embedding (t-SNE, t-Distributed neighbor embedding). Lastly, classical markers of immune cells were used for annotation, based on previously published literature. To investigate the role of EMO in the scRNA-seq data, the AUCell, UCell, singscore (v1.8.0), and ssgsea modules of the R package were employed (Hänzelmann et al., 2013; Aibar et al., 2017; Bhuva et al., 2020).

### 2.11 *In vitro* cell experiments

#### 2.11.1 Drugs and antibodies

Emodin (purity ≥98%, CAS# 518-82-1) was procured from Shanghai Base Industry (China). Recombinant Human TNF-α(CAT# 300-01A) was purchased from PeproTechAsia (China). Anti-GAPDH (Cat# 5174), COX2 (Cat# #12282), p38 MAPK (Cat# 8690), p-p38MAPK (Cat# 4511) were obtained from Cell Signaling Technology Inc. The HRP conjugated antibody (Goat anti-rabbit, Cat# ab7090) and anti-HMBG1 (Cat# ab18256) antibody was purchased from Abcam Co., LTD., United States.

#### 2.11.2 Cell culture and grouping

After thawing and resuscitating, MH7A cells were inoculated in DMEM medium containing high level of glucose medium supplemented with FBS (15%), and antibiotics (100 U/mL penicillin, and 100 μg/mL streptomycin). A cell culture incubator (Sanyo, Japan) was used to culture the cells at 5% CO2 and 37°C. Fresh medium was used to replace the culture medium every 2 days. When the confluence of cells reached 85%, trypsin digestion and passage to the fourth generation at a ratio of 1:3 for follow-up experiments. Five experimental groups were used in the current study, namely the control group (untreated), the TNF-α group (cells were administered with TNF-α at a concentration of 10 ng/mL), and the 20 μmol/L EMO group (exposed to 20 μmol/L EMO and 10 ng/mL TNF-α), 40 μmol/L EMO group (given 10 ng/mL TNF-α and 40 μmol/L EMO treatment) and 80 μmol/L EMO group (co-administered with 80 μmol/L EMO and 10 ng/mL TNF-α). Analysis of each group was conducted in triplicates.

#### 2.11.3 MTT assay

MH7A cells at a density of 5,000 cells per well were grown in a 96-well plate after attaining the logarithmic growth phase. The plate contained complete medium, and cells were cultured overnight in an incubator. According to different groups, the corresponding drugs were given intervention for 24 h, and 6 parallel holes were set for each treatment. After the intervention, the culture plate was taken out, the culture medium was aspirated, and 20 μL of MTT reagent (Cat# C0009S, Beyotime, China) at 5 g/L concentration was mixed with MH7A cells and incubation was conducted for 4 h. MTT crystals were mixed with 200 μL of dimethyl sulfoxide. Subsequently, a microplate reader (Thermo Fisher, the United States) was used to read the optical density value (OD value) of the cells in each treatment group at 450 nm. In each group, the survival rate of cells was evaluated using the underlined formula; cell survival rate = (EMO group OD value/the control group OD value) ×1 00%. The experiment was conducted in triplicates.

#### 2.11.4 Wound healing assay

The effect of water level on the migration of MH7A cells was assessed by wound healing assay. FLS (1 × 10^5^) of MH7A cells with or without TNF-α were seeded into six-well plates and a uniform scratch was made with a sterile 10 μL tip. Images of cells migrating into the wound were captured at 0 and 24 h using inverted microscope (×100) and the area of the scratched zone was measured by ImageJ (Version 1.52) analysis system.

#### 2.11.5 Cell cycle

The cell cycle was identified using flow cytometry. MH7A cells in logarithmic growth phase at a cell density of 1 × 10^8^/L were transferred to a 6-well plate with 3 mL per well. After 24 h of incubation in a constant temperature CO_2_ incubator, the cells were collected from each group, rinsed twice with pre-cooled 0.01 mol/L PBS (pH 7.2), and fixed overnight with 75% cold ethanol at 4°C. Removing the fixative before testing, add 300 μL of cell cycle staining solution for 30 min, vortexing to disperse the cells (2 s each time, 10 times in total) and ice-bath for 2 h in the dark. Taking 3 × 10^4^ cells for each group for Cytometer detection. FLOW JO (version 10.6.2) software was used to analyze the phase ratio and early cell apoptosis rate at each time of the cell cycle. The experiment was repeated three time.

#### 2.11.6 ELISA enzyme-linked immunosorbent assay

Levels of IL-1 β (Cat# KE00021, Proteintech, United States) and IL-6(Cat# EK0410, BOSTER, China) in the cell supernatant were determined by ELISA. The well-growing MH7A cells were grown into a 6-well cell plate containing high-sugar medium at 3 × 10^5^ cells in each well, and then incubated. According to the grouping administration treatment under “5.7.3”, each group is provided with three repetitive holes. After 24 h of treatment, the supernatants of each treatment group were collected, and IL-6 and IL-1β contents were evaluated by ELISA kit. ELISA experiment was conducted in triplicates.

#### 2.11.7 RT-PCR

MH7A cell were incubated with 80*M EMO for 24 h. RNA was then extracted from the cells with a Takara RNA Extraction Kit (Cat# 9767, Japan), following the instructions given by the manufacturer. RNA was subjected to reverse transcription to obtain cDNA. RT-PCR was conducted using the TB Green qPCR kit (Cat# RR420A, Takara, Japan) following the 20 ructions provided by the manufacture. In the PCR method, initialization was performed at 95°C for 5 min, then denatured at 95°C for 39 cycles and a period of 30 s, 15 s of annelation at 55°C, and further extended for 30 sat 72°C. The 2^−ΔΔCt^ method was used for analysis of 19 expression data. Primer sequences applied in RT-PCR are presented in Table 1.

**TABLE 1:** RT-PCR primer sequences.

Primer name	Primer sequences (5′to 3′)
PTGS2-R	AAG​ACA​GAT​CAT​AAG​CGA​GGG​C
PTGS2-F	AAA​CCG​TAG​ATG​CTC​AGG​GAC​T
GAPDH-F	GGA​AGC​TTG​TCA​TCA​ATG​GAA​ATC
GAPDH-R	TGA​TGA​CCC​TTT​TGG​CTC​CC

#### 2.11.8 Western blot analysis

The Nuclear and Cytoplasmic Protein Extraction Kit (Cat# P0028, Beyotime, China) was used to extract proteins from cells. Taking 60 μg of denatured protein for SDS-PAGE separation, the electroporation was then transferred to PVDF membrane and immersed in fresh TBST solution containing 5% skimmed milk powder for 1 h. The membrane was then incubated with primary antibody diluted 1,000 times in TBST solution at 4°C for 24 h. Following this, the membrane was washed with TBST solution three times, 10 min/time, before being incubated with secondary antibody diluted 5,000 times in TBST solution at 37°C for 1 h. Upon adding a chemiluminescent agent to develop and expose in the dark, the gel imaging system of Bio-Rad Company of the United States was used for scanning and analysis. The intensity of each protein was normalized with GAPDH, and the experiment was repeated three times.

### 2.12 Statistical analysis

GraphPad Pris 7.0 and R software were used for analysis of data and generation of figures and plots. The present data were presented as mean ± standard error of the mean (SEM) of triplicate experiments. Differences between groups were explored using One-way analysis of variance ANOVA) then pair-wise differences between groups were determined by conducting Tukey’s *post hoc* test. *p*-value <0.05 denoted that the differences between groups were statistically significant.

## 3 Results

### 3.1 Putative targets of EMO and RA using network pharmacology-based prediction

Following removal of duplicates, a total of 398 EMO-target genes were used for subsequent analysis (Figure 2A). Enrichment analysis of these 398 genes revealed that they were predominantly associated with apoptosis, IL-17 signaling pathway, and T cell receptor signaling pathway (Supplementary Figures S1A, B). Additionally, using OMIM, DisGeNET, TTD and GeneCards, a set of 1079 RA-related genes were obtained, and the results of their enrichment analysis showed considerable overlap between the top 20 RA-related pathways and the mechanism of action of EMO (Supplementary Figures S2A, B). Furthermore, 95 overlapping therapeutic targets between EMO and RA were visualized using Venn software (Figure 2B). The PPI network of the assumed target of EMO-RA was constructed using the STRING platform and visualized in Cytoscape 3.7.1 (Figure 2C). The MCODE plug-in was used to obtain 37 hub genes (Figure 2D). Enrichment analysis of these hub genes showed that, based on the network pharmacological prediction method, the anti-RA effect of EMO was closely related to cytokine receptor binding, with NF-kappa B as the main enrichment pathway (Figures 2E, F).

**FIGURE 2:**
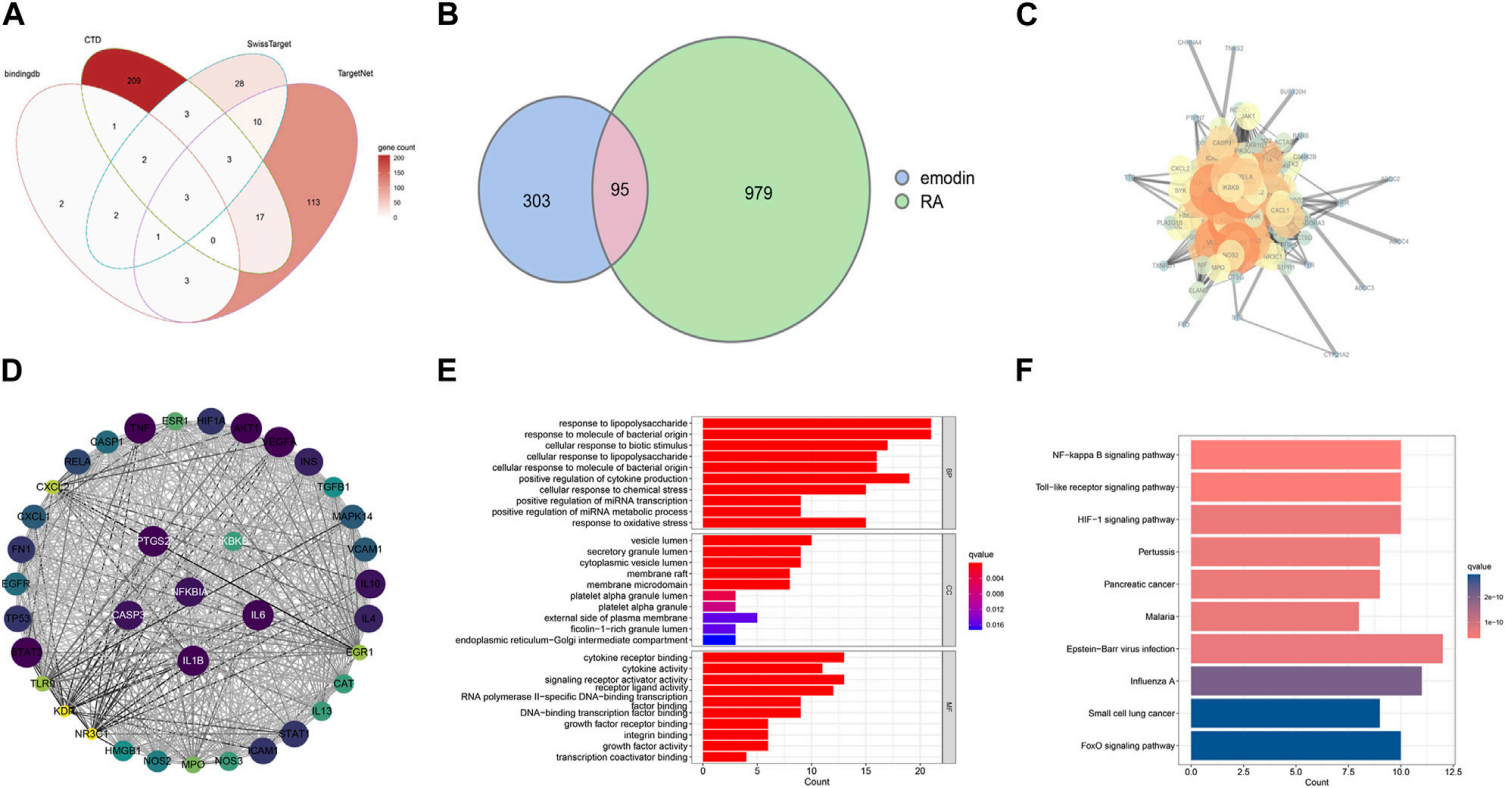
Targets of EMO and RA. **(A)** EMO targets in four databases; **(B)** A Venn diagram showing and RA therapeutic targets and putative EMO targets; the pink area represents the common target of emodin and RA; **(C)** A PPI network showing potential EMO targets. Proteins are indicated by network nodes whereas edges represent protein-protein interactions. **(D)** The MCODE plugin screened 37 hub genes; Enriched GO terms **(E)** and Enriched KEGG pathways **(F)** related with potential targets of EMO against RA.

### 3.2 Verify the reliability of hub genes

Given that RA targets obtained from the database may differ from reality, we downloaded transcriptome data sets of RA and healthy human synovium samples from the GEO database. We used the R language to visualize the distribution of differential genes in gene sets (Figures 3A, B). These differential genes belonged to inflammation-related factors and chemokine-related factors, among others. To further verify the key biological processes and pathways of RA pathogenesis, we conducted GSVA analysis (Figures 3C, D). Finally, our ROC curve confirmed that 15 genes could serve as effective classifiers (Figure 4, Only genes with AUC greater than 0.65 were selected). These 15 genes (HMGB1, STAT1, EGR1, NR3C1, EGFR, MAPK14, CASP3, CASP1, IL4, IL13, IKBKB, FN1) are considered to be the key genes for the anti-RA effect of EMO.

**FIGURE 3:**
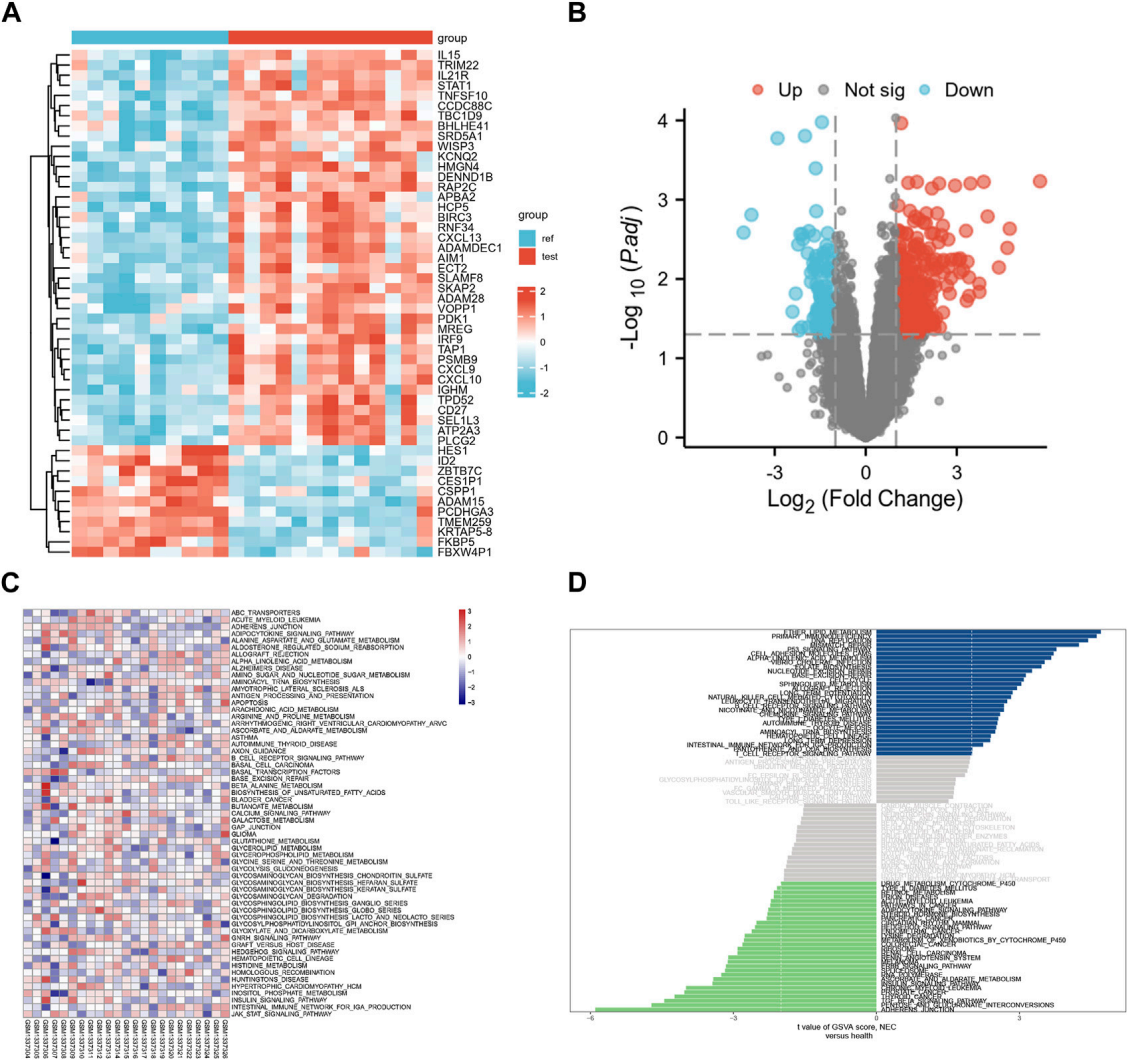
**(**A**)** Heatmap of differential gene expression, with blue representing healthy individuals and red representing RA patients; **(B)** Differential gene volcano map, red represents upregulated differential genes, blue represents downregulated differential genes; **(C)** GO enrichment analysis map; **(D)** Barplot of KEGG pathway enrichment analysis.

**FIGURE 4:**
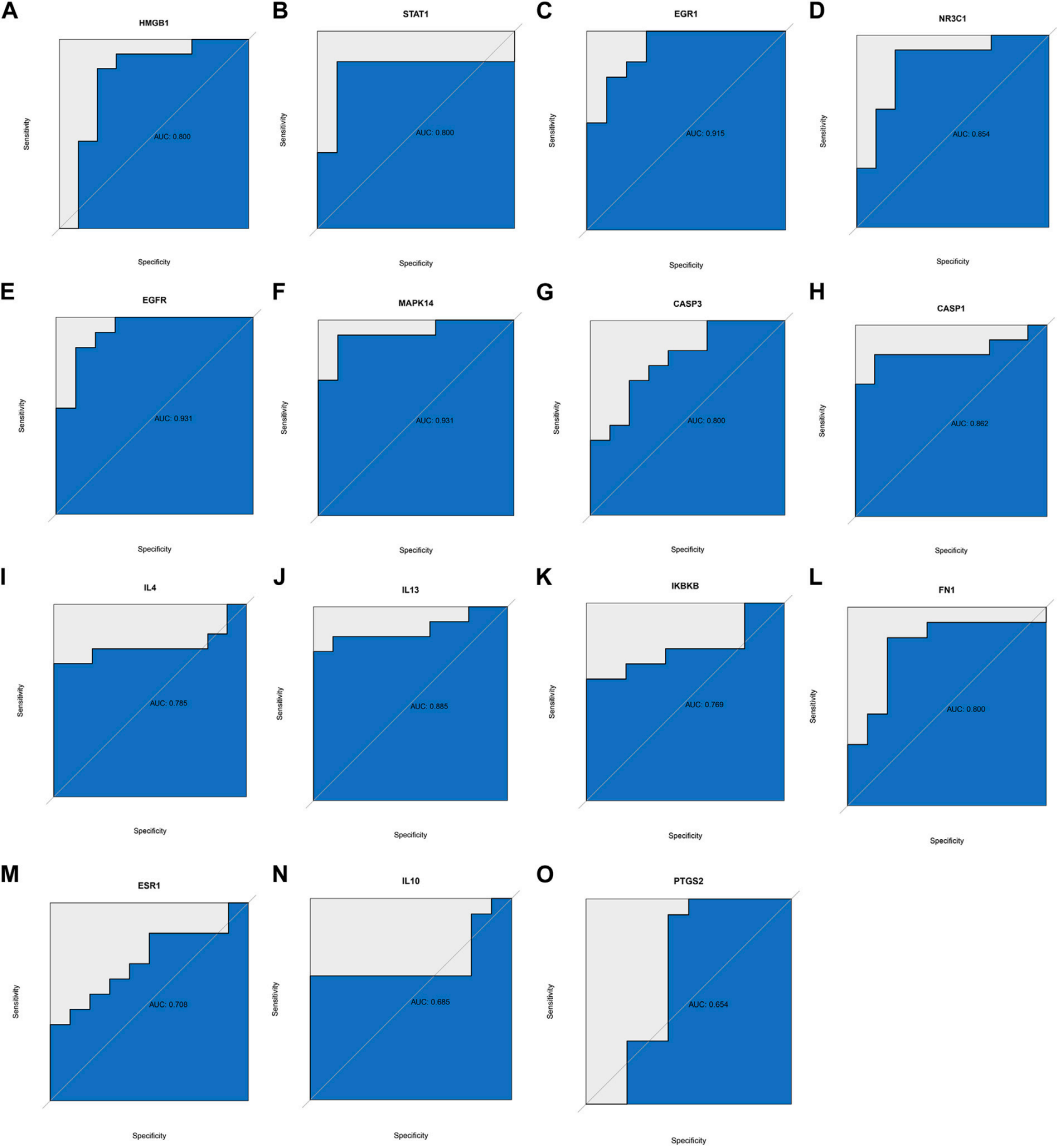
ROC curve was used to verify whether hub genes could distinguish RA patients from healthy patients, based on the GSE55457 dataset. **(A)** HMBG1, **(B)** STAT1, **(C)** EGR1, **(D)** NR3C1, **(E)** EGFR, **(F)** MAPK14, **(G)** CASP3, **(H)** CASP1, **(I)** IL4, **(J)** IL13, **(K)** IKBKB, **(L)** FN1, **(M)** ESR1, **(N)** IL10, **(O)** PTGS2.

### 3.3 Immune infiltration analysis

Among the 22 immune cell types inferred by CIBERSORT, the components of M1 macrophages, plasma cells, and follicular helper T cells were differentially expressed between RA and normal patients (Figures 5A, B). To explore the differences in the expression of the selected hub genes in various immune cells, we used R language to draw correlation heat maps of the data. As expected, our analysis showed statistically significant differences in the expression of the selected hub genes in macrophages (Figure 5C).

**FIGURE 5:**
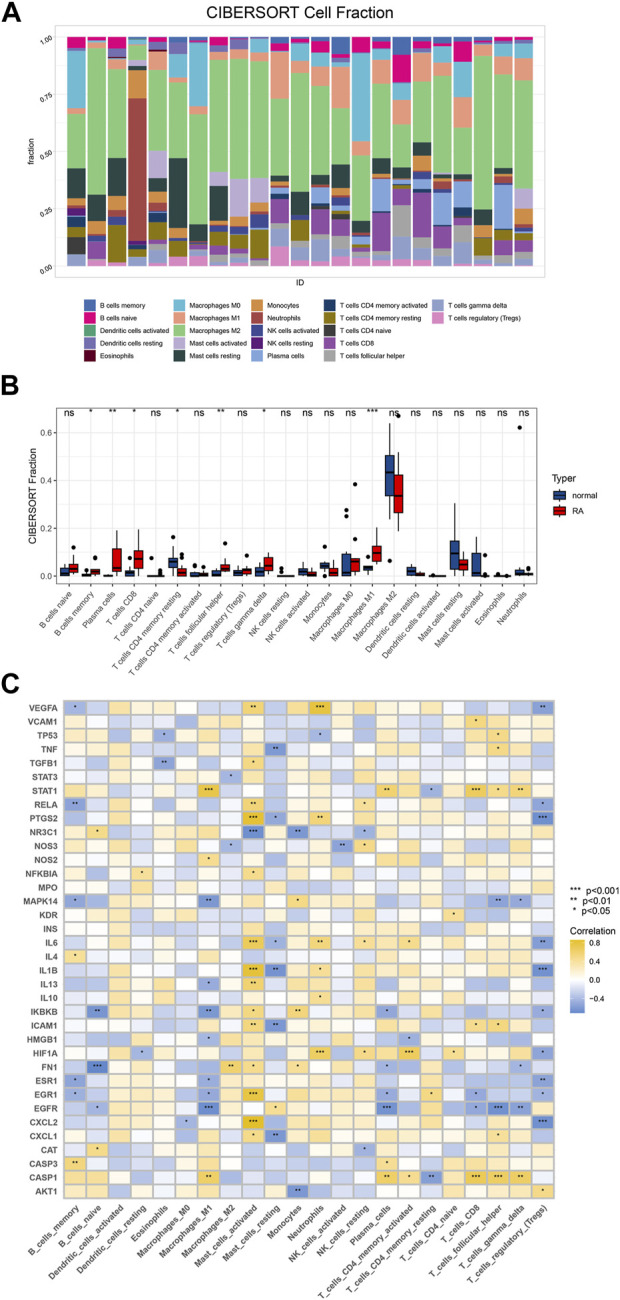
Immunoinfiltration analysis. **(A)** Based on CIBERSORT algorithm, the immune cell infiltration of RA samples and control samples in GSE55457 was analyzed, and the proportion of immune cells in each sample was analyzed; **(B)** To compare 22 kinds of immune cells between groups and draw a boxplot of different cell types; **(C)** Correlation analysis between hub gene and immune cells.

### 3.4 Single cell RNA sequencing analysis

Analysis of the hub gene sets of EMO drug clusters was conducted using AUCell, Ucell, ssgsea, and singscore algorithms. The results demonstrated that the chosen hub genes had a significant effect on monocytes, as shown in Figure 6, regardless of the algorithm used.

**FIGURE 6:**
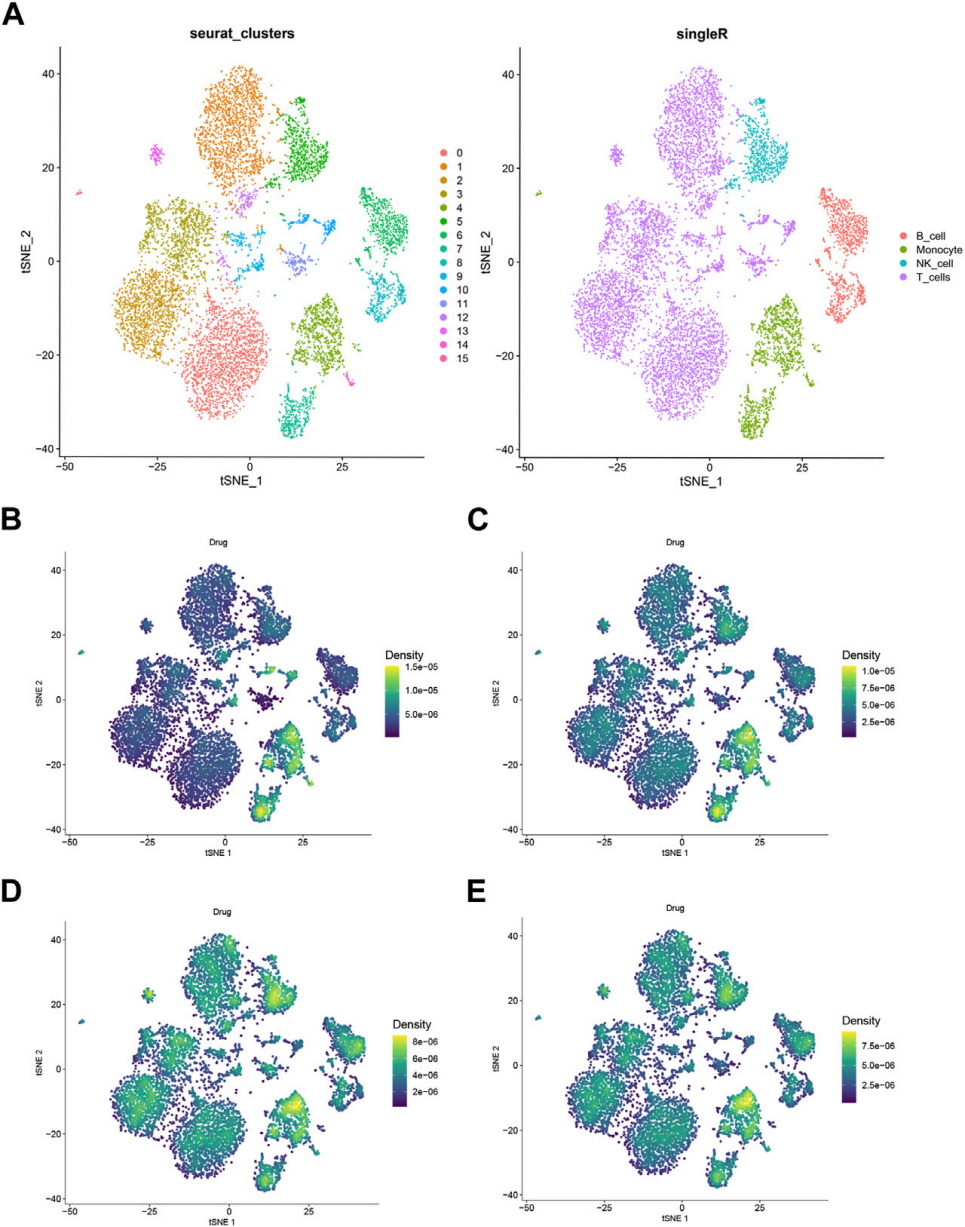
Single-cell RNA sequencing analyzed. **(A)** TSNE plots of 23 subgroups **(B)** hub gene singscore scores of each cell sample in the GSE159117 dataset. **(C)** Hub gene ssgsea score for each cell sample in a single cell dataset; **(D)** hub gene AUCell scores of each cell sample in GSE159117 dataset. **(E)** Hub gene Ucell scores for each cell sample in the GSE159117 dataset.

### 3.5 Molecular docking

EMO was docked with the core target proteins MAPK14 and PTGS2 the docking scores were indicated in Figure 7. The output optimization of the results using AutoDock Vina software was shown in Figure 7. The lower binding energy suggests that the target protein and EMO have a strong interaction. The results showed that the target proteins MAPK14, IL6, PTGS2 had strong binding energy with EMO.

**FIGURE 7:**
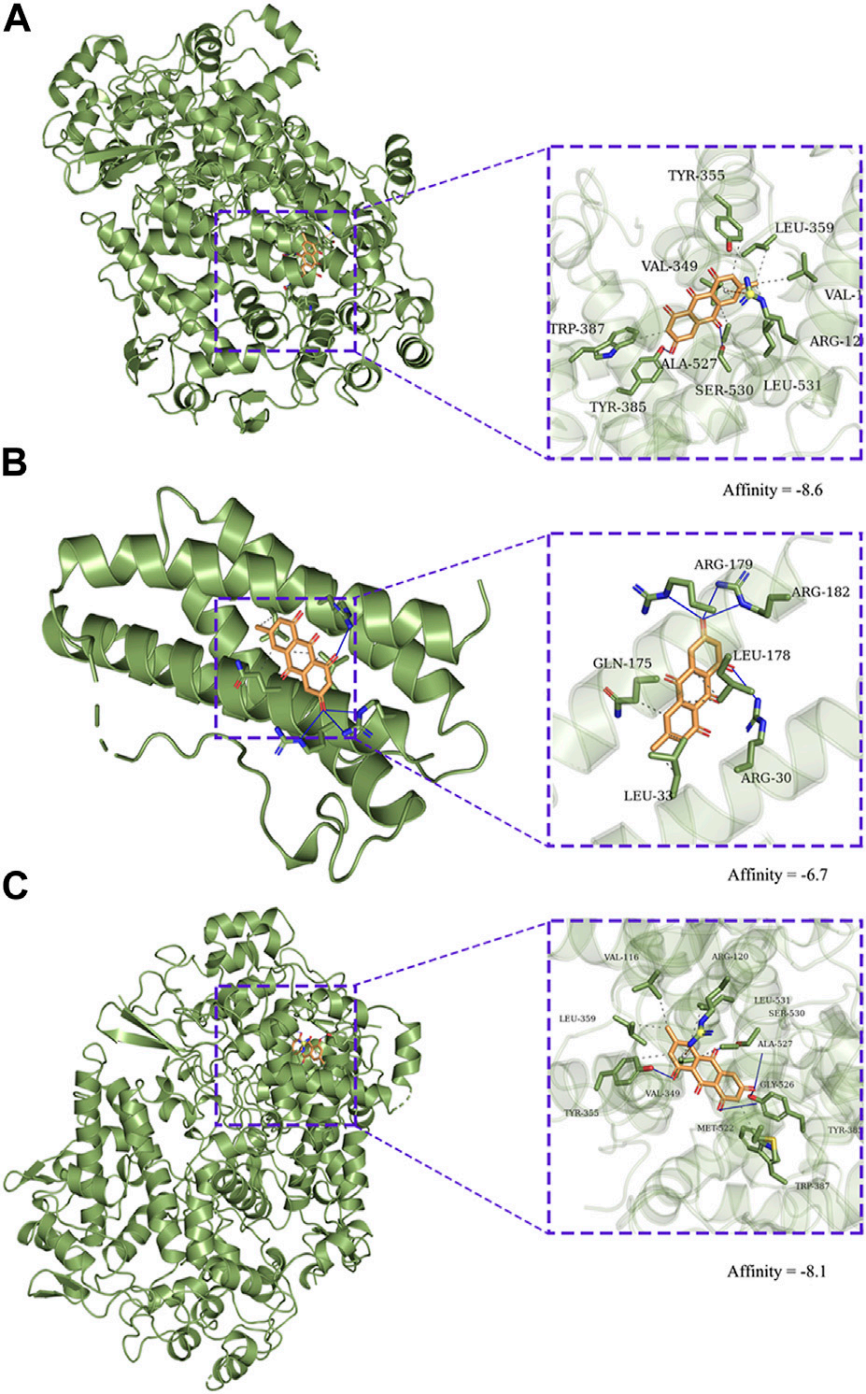
Molecular docking diagram of EMO to targets. Zoom (left) and focus (right). **(A)** CASP3, **(B)** IL6, **(C)** PTGS2.

### 3.6 Variations in the mRNA expression genes in rat RA-FLS post TNF-α administration and EMO treatment

To study EMO function on RA, we established *in vitro* RA model on rat RA-FLS, which was triggered using TNF-α(10 ng/mL). The results showed that 80 μmol/L EMO exhibited anti-proliferative activity against RA-FLS. 

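For the RNA-seq experiment, RNA from 6 cultures of rat RA-FLS (fibroblast-like synoviocytes, the cells lining the joint) was sequenced, 3 treated with 10 ng/mL TNF-α (TNF-α group) and 3 treated with 10 ng/mL TNF-α and 80 μmol/L EMO (TNF-α+EMO group). The paper's methods give a treatment of 24 h for these cells, whereas the labels deposited with the samples give day 5, and the paper's time is used here. Poly(A)-selected paired-end libraries were sequenced by the authors' provider, cleaned, and aligned to a rat genome with Hisat2. The authors deposited the number of reads counted on each of 34156 genes in each library, without normalization, together with FPKM values and their own comparison of the groups. The paper's text names neither the counting program nor the strand setting, so counts of overlapping and antisense genes are uncertain. The 3 TNF-α libraries held 16979780, 16982023 and 16813322 counts on genes, and the 3 TNF-α+EMO libraries held 17185322, 17388582 and 17794455. From these counts, genes with at least 10 counts in at least 3 libraries (13614 genes) were normalized by edgeR's TMM method and compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. A DEG is a gene with an adjusted p under 0.05 and an absolute log2 fold change over 1, where a positive value is higher with EMO. A group whose libraries all hold 3 counts or fewer is treated as being at the floor of detection, and a fold against it is given as a lower bound. The thresholds, the filter on low counts and the normalization are the choices that could change the numbers most. The replicate numbers 1 to 3 are shared by both groups. The correlation across genes of the same-numbered libraries' deviations from their group means was 0.026. The value for differently numbered libraries, -0.013, largely follows from it, since deviations cancel out within a group, and is no separate comparison. As the correlation of 0.026 is small, the main comparison has no replicate block. The fit with the replicate number as a block is given beside it.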

The mechanisms of EMO inhibitory action on RA-FLS proliferation induced by TNF-α were then investigated using RNA-seq. 

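Among the 13614 genes tested, 11008 differed between the TNF-α+EMO and TNF-α groups at an adjusted p under 0.05 (edgeR's quasi-likelihood test), of which 5366 were higher and 5642 lower with EMO. In 82.9% of the tested genes, the 3 TNF-α+EMO libraries did not overlap with the 3 TNF-α libraries in normalized counts, where chance gives 10%. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p below 0.1. The difference between the groups was larger than the spread between replicates. Across genes, which are not independent replicates, Pearson's r of log2 CPM was 0.983 to 0.987 between libraries of the same group and 0.732 to 0.745 between libraries of different groups. The median absolute log2 difference per gene was 0.104 to 0.109 between TNF-α libraries, 0.130 to 0.232 between TNF-α+EMO libraries, and 0.935 to 1.01 between the groups. The first principal component, which parts the groups, carried 93.4% of the variance. The libraries of one group were not copies of each other. A chi-square statistic per gene, which is near 1 for sampling noise alone, was 4.75 to 5.87 between TNF-α libraries, and it reached 25.0 between TNF-α+EMO replicates 1 and 3. The number of genes with at least 10 counts was 13342 to 13365 in the TNF-α libraries and 12566 to 12662 in the TNF-α+EMO libraries.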

The obtained data indicated significant changes in gene expression profiles in the EMO-treated group (TNF-α+EMO) and the non-EMO-treated group (TNF-α). In the present study, 3385 DEGs were obtained in RA-FLS after administration of TNF-α using with a fold change >2 and *p*-value < 0.05 as the settings (Figures 8A, B). Moreover, KEGG analysis indicated that 153 cascades were enriched, mainly chemokine signaling pathway, ECM-receptor interaction and cytokine-cytokine receptor interaction (Figures 8C, D).

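At an adjusted p under 0.05 and an absolute log2 fold change over 1, 6442 DEGs (47.3% of the 13614 genes tested) were obtained by edgeR's quasi-likelihood test. With the replicate number as a block, 6421 DEGs were obtained. The fold change threshold moved the count most. At the same adjusted p, 3064 genes had an absolute log2 fold change over 2, and 11008 passed with no fold change threshold. Among named DEGs with a mean of at least 100 counts and no overlap between the groups, Cx3cl1, Cxcl12, Pla2g2a, Enpp2 and Chi3l1 had the 5 lowest log2 fold changes computed by edgeR. One group of each is at the floor, so this order depends on the small count edgeR adds and does not rank the sizes of the changes. Cx3cl1, which encodes a chemokine, lies on chromosome 19 from 10644244 to 10653800 in the deposited coordinates, whose build the paper's text does not name. Its normalized count was 2872 ± 208 (SD, n = 3) in the TNF-α group and 0 in each TNF-α+EMO library, at least 928-fold lower (adjusted p = 6.3e-11). Cxcl12 (chromosome 4, 149261044 to 149273891) was at least 898-fold lower with EMO (adjusted p = 1.8e-10), and Pla2g2a (chromosome 5, 157282669 to 157285328), a secreted phospholipase, at least 673-fold lower (adjusted p = 9.8e-11). Enpp2 (chromosome 7, 94480396 to 94563001) and Chi3l1 (chromosome 13, 51022681 to 51030802) were at least 2039-fold and 1938-fold lower. Klra2, Lcn3, Ribc2, Arhgef16 and Atp13a4 had the 5 highest log2 fold changes, with the same limit. Lcn3 (chromosome 3, 2945504 to 2947318) had 592 ± 86.4 normalized counts with EMO and 0 in each TNF-α library, at least 191-fold higher (adjusted p = 2.8e-09). Ribc2 (chromosome 7, 126028350 to 126043847), Arhgef16 (chromosome 5, 171624796 to 171648563) and Atp13a4 (chromosome 11, 74834050 to 74968336) were at least 71.5-fold, 242-fold and 341-fold higher. Atp13a4 overlaps another listed gene with up to 165 counts, so its counts are less certain. From the DEGs, the paper proceeds to pathway enrichment.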

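KEGG itself was not used here. Lists of genes by family name, written before the data were examined, stand in for the pathways, and each was tested by a one-sided Fisher's exact test of DEGs among its members against the other tested genes, with Benjamini-Hochberg adjustment over 10 lists (odds ratios with 0.5 added to each cell). Of 22 chemokine ligands and receptors tested, 20 (90.9%) were DEGs, against 47.2% of the other genes, an odds ratio of 9.16 (adjusted p = 5.5e-05 by Fisher's exact test). Of 53 matrix ligands, integrins and other ECM receptors, 50 (94.3%) were DEGs, an odds ratio of 16.2 (adjusted p = 1.9e-12). Of 78 genes matched by the names of cytokine and cytokine receptor families, 58 (74.4%) were DEGs, an odds ratio of 3.20 (adjusted p = 3.4e-06). The names also matched Bmp1, Bmp2k and Il4i1, which are neither. Without these 3 genes, left out after seeing the data, 57 of 75 were DEGs, an odds ratio of 3.48 (adjusted p = 1.2e-06). These counts of DEGs were the same when p-values were adjusted over each list alone. With the replicate number as a block, the odds ratios were 9.21 for chemokine genes, 16.3 for ECM-receptor genes and 3.01 for cytokine genes. The setting that moved the chemokine odds ratio most was an adjusted p under 0.01 with an absolute log2 fold change over 2, chosen after seeing the data, which gave 28.7. The chemokine odds ratio was 4.31 with no filter on low counts, and from 4.52 to 16.4 when one library was left out. All 20 chemokine DEGs were lower with EMO, and 48 of the 50 ECM-receptor DEGs were lower. The cytokine DEGs were divided, with 41 lower and 17 higher. The median log2 fold change was -6.74 over the chemokine list (camera test of limma, adjusted p = 5.8e-17), -3.84 over the ECM-receptor list (adjusted p = 5.7e-29) and -1.15 over the cytokine list (adjusted p = 0.0046), and with the block it was -6.75, -3.84 and -1.15. In 9 of the chemokine genes and 10 of the ECM-receptor genes, all 3 TNF-α+EMO libraries were at the floor, so edgeR's values for them depend on the small count it adds. With every gene that has a group at the floor set to its lower bound, chosen after seeing the data, the medians were -4.91, -3.55 and -1.15 in the same order. The paper states that the enriched pathways were mainly these 3.

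**Figure D1:**
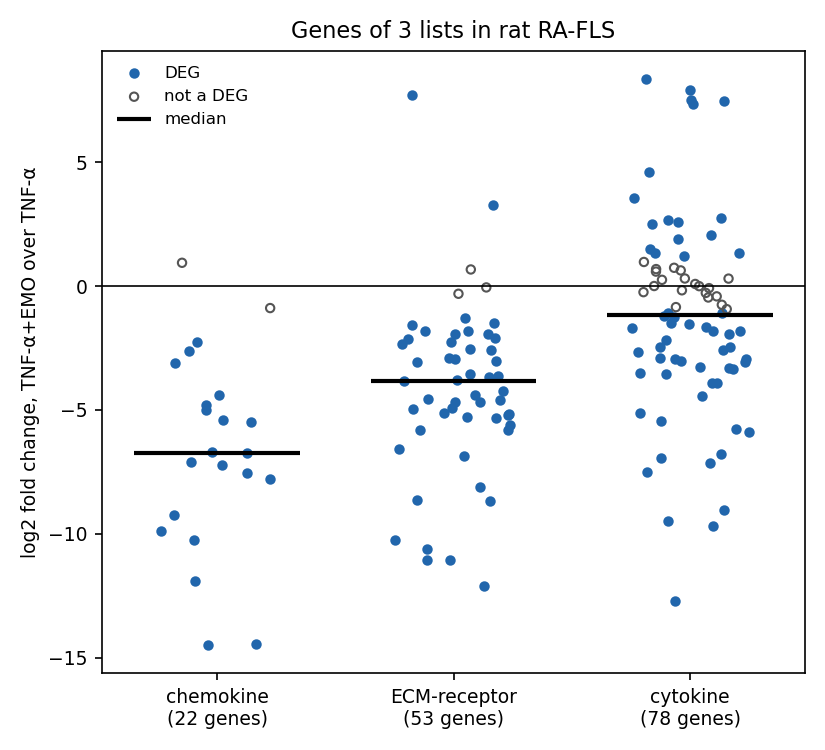
Log2 fold change (TNF-α+EMO over TNF-α) of each tested gene of the chemokine, ECM-receptor and cytokine lists, one point per gene from 3 libraries per group. Filled points are DEGs, open points are not, and the thick line is the median of the list (-6.74, -3.84 and -1.15 with edgeR's values for genes at the floor).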

**FIGURE 8:**
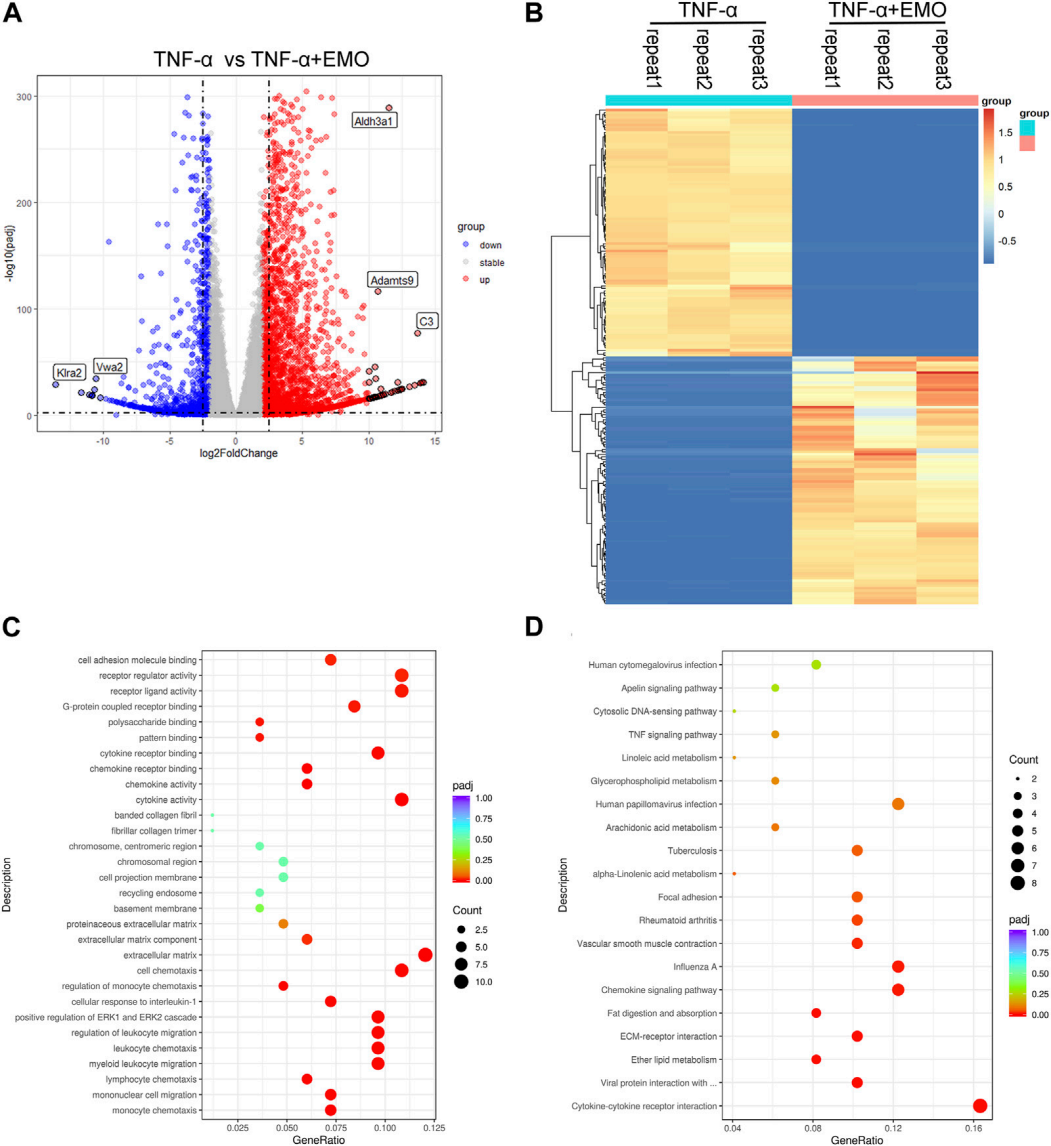
Analysis of rat RA-FLS gene expression profiling after TNF-α administration and EMO treatment. **(A)** Volcano plot indicating the mRNA levels of DEGs. **(B)** A heatmap showing mRNA expression levels of DEGs. DEGs were grouped into two classes, upregulated and downregulated genes (shown in red and blue color, accordingly). The dark color indicates the most significant variations. **(C)** The top 10 markedly enriched MF, BP, CC GO terms related to the DEGs. **(D)** The top 20 significantly enriched pathways.

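The 5 genes labelled in Figure 8A were separated between the groups by more than the spread of the replicates in both directions. C3, complement component 3 (chromosome 9, 9721105 to 9747167 in the deposited coordinates), had 18646, 19607 and 16627 counts in the TNF-α libraries and 2, 0 and 2 in the TNF-α+EMO libraries, at least 5775-fold lower with EMO (adjusted p = 1.6e-12, edgeR's quasi-likelihood test). Aldh3a1 (chromosome 10, 47490153 to 47499876), an aldehyde dehydrogenase, fell from 21297 ± 543 to 7.49 ± 5.00 normalized counts (SD, n = 3 each), a log2 fold change of -11.45 (standard error 0.16, adjusted p = 1.8e-12). Adamts9 (chromosome 4, 124660262 to 124858250), a metalloproteinase, fell from 5636 ± 292 to 3.41 ± 2.12 normalized counts, a log2 fold change of -10.64 (standard error 0.16, adjusted p = 2.0e-12). Klra2 (chromosome 4, 165424763 to 165460075) had 0 counts in each TNF-α library and 2343, 2299 and 1929 in the TNF-α+EMO libraries, at least 725-fold higher with EMO (adjusted p = 2.4e-10). It belongs to a family of closely related receptor genes between which the counting could have split reads. Vwa2 (chromosome 1, 277689729 to 277730389) had 3, 0 and 0 counts in the TNF-α libraries and 1401, 1408 and 1504 with EMO, at least 476-fold higher (adjusted p = 8.2e-11).

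**Figure D2:**
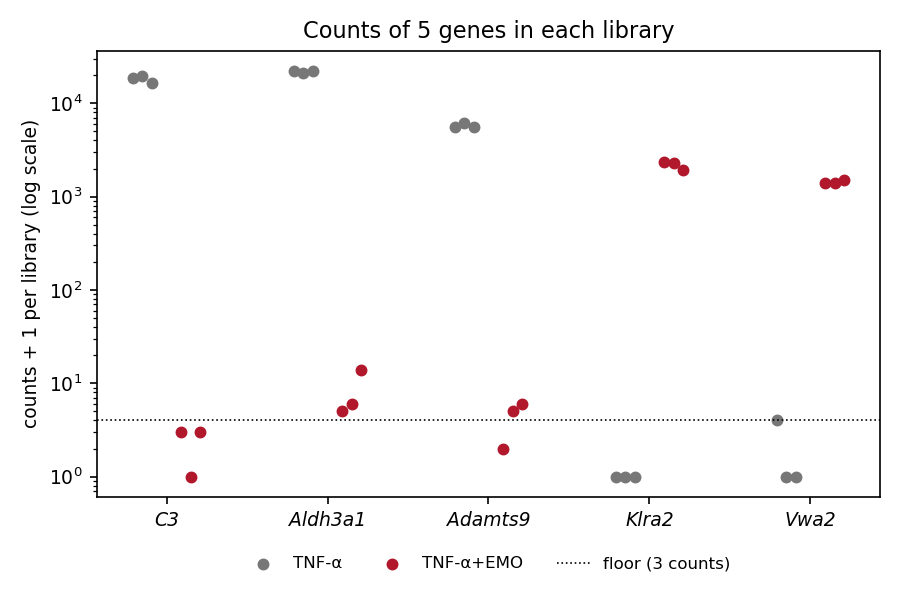
Counts plus 1 of C3, Aldh3a1, Adamts9, Klra2 and Vwa2 in each of the 3 TNF-α libraries (grey) and the 3 TNF-α+EMO libraries (red), on a log axis, with the floor of 3 counts dotted. C3, Aldh3a1 and Adamts9 sit high without EMO and near the floor with it, and Klra2 and Vwa2 the reverse.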

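Of the 6442 DEGs, 2659 were higher and 3783 lower in the TNF-α+EMO group than in the TNF-α group, so 41.3% were higher (95% Wilson interval 40.1% to 42.5%, which treats genes as independent and so understates the error). With the replicate number as a block, 41.2% were higher. Among genes with an absolute log2 fold change over 2, 809 were higher and 2255 lower, or 26.4% higher. The median log2 fold change of the 13614 genes tested was -0.01.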

The data reported in this study have been uploaded in the GEO database (GSE232679).

### 3.7 EMO modulates proliferation of MH7A in a dose-dependent manner

MTT test results revealed that the survival rate of cells in the TNF-α group was markedly higher relative to the survival rate of cells in the untreated group (Figure 9A). In addition, cells in the 20, 40, and 80 μmol/L EMO treatment groups showed significantly lower survival rates relative to the survival rates of cells treated with TNF-α (Figure 9A). The findings revealed that EMO inhibited proliferation of MH7A with higher inhibition observed for the 80 μmol/L EMO group. According to the results of MTT, we selected the dose concentration of the group with the lowest MH7A cells survival rate as the EMO concentration for subsequent experiments. Thus, the subsequent experiments were divided into three groups: control, TNF-α, and 80 μmol/L EMO.

**FIGURE 9:**
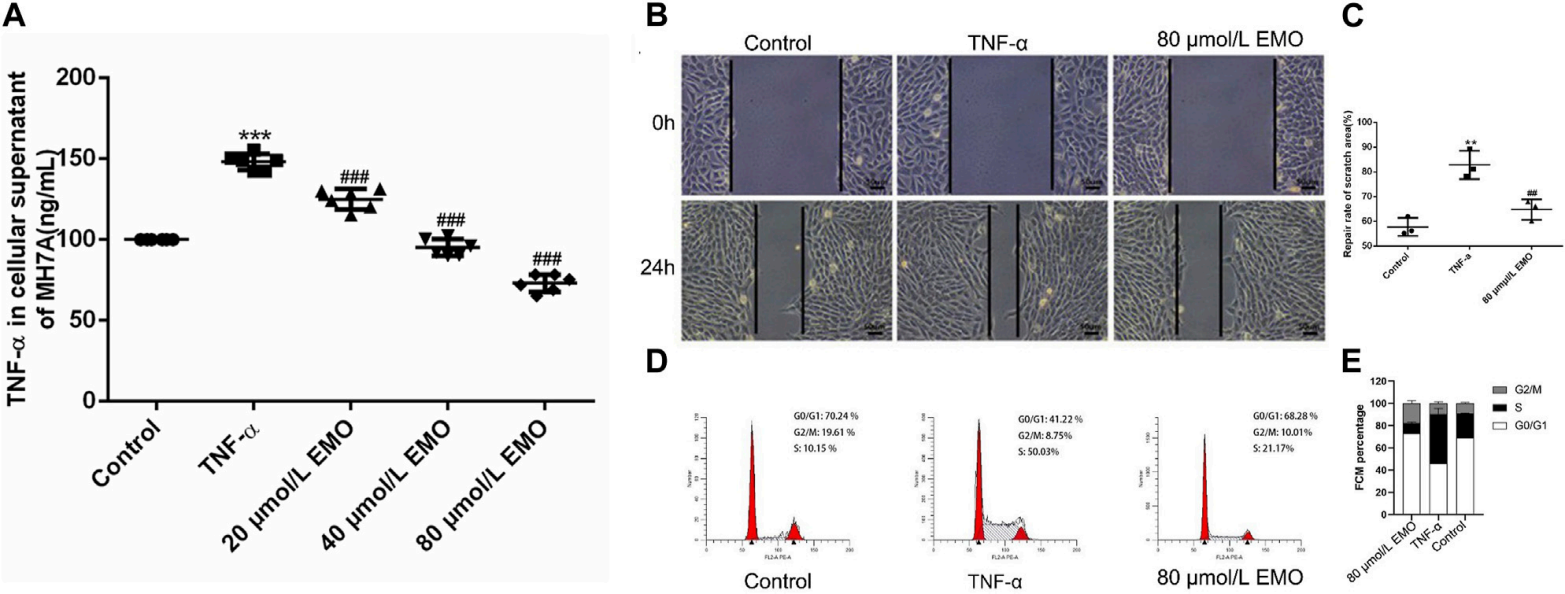
Effects of EMO on migration and proliferation. **(A)** Three different concentrations of EMO on the proliferation of MH7A. EMO inhibited the proliferation of MH7A, and this effect was dose. Dependent. The results were indicated as the means ± SD. In the figure, represents *p* < 0.001 relative to untreated group whereas, ^##^ indicates *p* < 0.001 relative to the TNF-α treatment group. **(B)** A representative image of Transwell. **(C)** Number of migrated cells in the TNF-α and EMO groups in the MH7A cells. SEM is present as error bars in the figure Data are presented as mean from triplicate experiments. ^*^Denotes *p* < 0.05, ^**^represents *p* < 0.01 and ^***^represents *p* < 0.001. **(D)** A representative image of the cell cycle analyzed by flow cytometry. **(E)** FCM percentage in the different groups was shown, ^***^represents *p* < 0.001 relative to the control group. ## indicates *p* < 0.001 relative to the TNF-α group.

### 3.8 EMO inhibits TNF-α induced migration and proliferation of MH7A cells

In the effect of EMO on invasion of MH7A cells was explored through a transwell assay. MH7A cells that moved to the lower chamber were markedly more in the TNF-α group re lative to cells that migrated after treatment with EMO (Figures 9B, C). This implies that EMO significantly suppressed the cell migration ability of MH7A cells (*p* < 0.05). Flow cytometry revealed that EMO had a significant effect on the cell cycle of MH7A cells, with statistical significance in the proportion of S phase between the three experimental groups (Figure 9D, *p* < 0.05). This was evidenced in Figure 9E.

### 3.9 EMO treatment induced differential expression of hub genes in MH7A cells

The effect of EMO treatment on expression of hub genes in MH7A cells was further verified by rt-PCR analysis. The expression of inflammation-related genes PTGS2 (COX-2) was significantly downregulated in the EMO group relative to the control group (Figure 10A).

**FIGURE 10:**
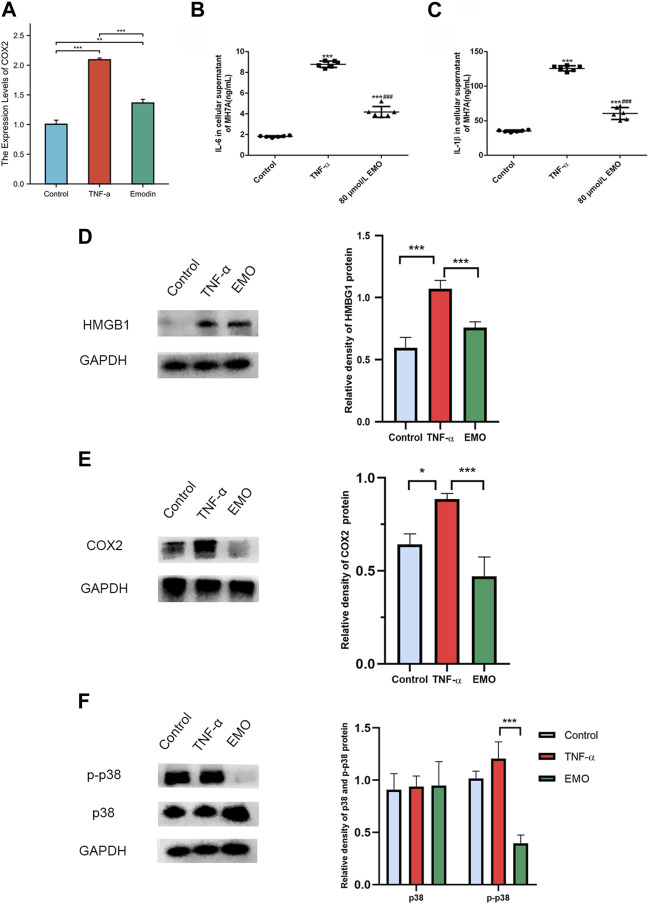
EMO alleviates inflammation in MH7A cells. **(A)** RT-PCR analysis of COX2 expression levels in EMO-treated MH7A cells. ELISA was conducted to measure the content of cytokine in cell culture supernatant. IL-6 **(B)** and **(C)** IL-1β levels were lower in cells of the 80 umol/L group relative to the levels in cells of the TNF-α group. ^***^ denotes *p* < 0.01 relative to the control group. ^###^ denotes *p* < 0.001 relative to content in TNF-α group. The expressions of HMGB1 **(D)** and COX2 **(E)** proteins were significantly decreased in EMO group. **(F)** EMO significantly reduced the phosphorylation level of p38MAPK.

### 3.10 Effects of EMO on IL-1β content and IL-6 levels in MH7A cells

IL-1β and IL-6 contents in the supernatant of MH7A cells in the TNF-α group were markedly higher compared with the contents in the control group (*p* < 0.05). Notably, treatment of MH7A cells with 80 μmol/L EMO after treatment with TNF-α markedly reduced IL-1β and IL-6 contents relative to levels of the two cytokines in the control group (Figures 10B, C).

### 3.11 EMO inhibited invasion by attenuating HMGB1 and COX2 expression and phosphorylation of p38

Compared with the control group and TNF-α group, HMBG1 and COX2 proteins in the EMO group showed a clear decrease in expression (Figures 10D, E). Furthermore, as anticipated, the MAPK pathway was significantly affected by EMO. Phosphorylation of P38MAPK was inhibited in the presence of EMO, while expression of p38MAPK did not differ significantly between the three groups (Figure 10F). Overall, these results suggest that EMO modulates the inflammatory response induced in MH7A cells.

## 4 Discussion

As the main component of rhubarb, EMO is an anthraquinone compound that has anti-inflammatory, immunomodulatory, anti-viral and anti-tumor pharmacological effects (Semwal et al., 2021). Studies have confirmed that EMO can attenuates acute pancreatitis-associated lung injury by reducing pancreatic exosome production and altering exosomal protein contents (Hu et al., 2022); in addition, in the microglia stimulated by LPS, it can also play an anti-neuro- inflammation effect via AMPK/Nrf2 signal pathway (Park et al., 2016). A study by Mengmeng Zhu demonstrated that emodin improves rheumatoid arthritis by promoting neutrophil apoptosis (Zhu et al., 2019). However, it is becoming increasingly recognized that Chinese herbal medicine exerts pharmacological effects through targeting a variety of proteins (Li et al., 2019; Wang J. et al., 2020). To explore the mechanism of action of EMO, we employed network pharmacology. Previous TCM related network pharmacology studies, however, only predicted drug action targets through databases, which may not be completely consistent with the actual target of EMO action. To overcome these shortcomings, we applied RNA-Seq and RNA-Seq in this study, providing more convincing evidence. 

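In rat RA-FLS, the 37 hub genes of Figure 2D correspond to 38 rat genes, of which 27 had enough counts to test. The other 11 were not tested, and 8 of them had 0 counts in every library. By edgeR's quasi-likelihood test, 18 of the 27 were lower with EMO at an adjusted p under 0.05, 8 were higher, and Rela did not pass, and 26 also passed when p-values were adjusted over the list alone. Of these, 13 lower and 4 higher genes were DEGs. Among the higher genes, Icam1 (adjusted p = 0.046) and Ikbkb (adjusted p = 0.044) each kept their call in only 4 of 19 alternatives. The share of DEGs among hub genes, 63.0%, was not past the threshold against 47.3% of the other tested genes (one-sided Fisher's exact test, odds ratio 1.86, adjusted p = 0.094, and 1.87 with adjusted p = 0.091 under the replicate block). This call depends on the setting, as it stayed under 14 of 25 alternatives and the share was past the threshold under the others, for example with an odds ratio of 2.78 at an absolute log2 fold change over 2 (adjusted p from 0.0016 to 0.12 over the 25). In direction, 18 of the 27 hub genes were lower and 9 higher, with a median log2 fold change of -0.97 (camera test of limma, adjusted p = 1.9e-05), -0.97 (adjusted p = 0.0041) under the replicate block and from -1.43 to -0.26 across the alternatives (adjusted p from 1.7e-07 to 0.0041). Ptgs2 (chromosome 13, 67351087 to 67359335), which encodes COX2, fell from 1297 ± 66.9 to 34.2 ± 3.24 normalized counts (SD, n = 3 each), a log2 fold change of -5.24 (standard error 0.11, adjusted p = 1.6e-11). Fn1 (chromosome 9, 78900103 to 78969078), fibronectin, fell by 5.81 on the log2 scale (standard error 0.08, adjusted p = 1.6e-12), and the log2 fold change was -5.48 for Egr1 (standard error 0.12), -4.50 for Egfr (standard error 0.14) and -4.17 for Casp1 (standard error 0.16). Mapk14 fell by 1.20 (standard error 0.06). Hmgb1 fell by 1.66 (standard error 0.19), from 180 ± 7.62 to 57.1 ± 12.7 normalized counts. The deposited table places that gene on chromosome 16, from 37500017 to 37502237, and near-identical copies of it can share its reads. The exonic length of 2221 bases fills that whole span, so the entry has no intron. It may itself be a copy, and the functional gene may not have been measured. The value of Hmgb1 and its place among the lower DEGs are therefore uncertain. Il6 rose by 1.23 (standard error 0.20, adjusted p = 1.5e-04), from 71.6 ± 16.6 to 168 ± 8.21 normalized counts. Vegfa rose by 1.75 and Cat by 1.21. In Nos2 and Cxcl2, all 3 TNF-α+EMO libraries were at the floor, and they were at least 9.16-fold and 27.4-fold lower. Nos3 rose by 6.18, but it overlaps another gene with up to 879 counts, so its value is uncertain. The paper states that adding RNA-seq to the predicted targets gives stronger evidence than prediction alone.

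**Figure D3:**
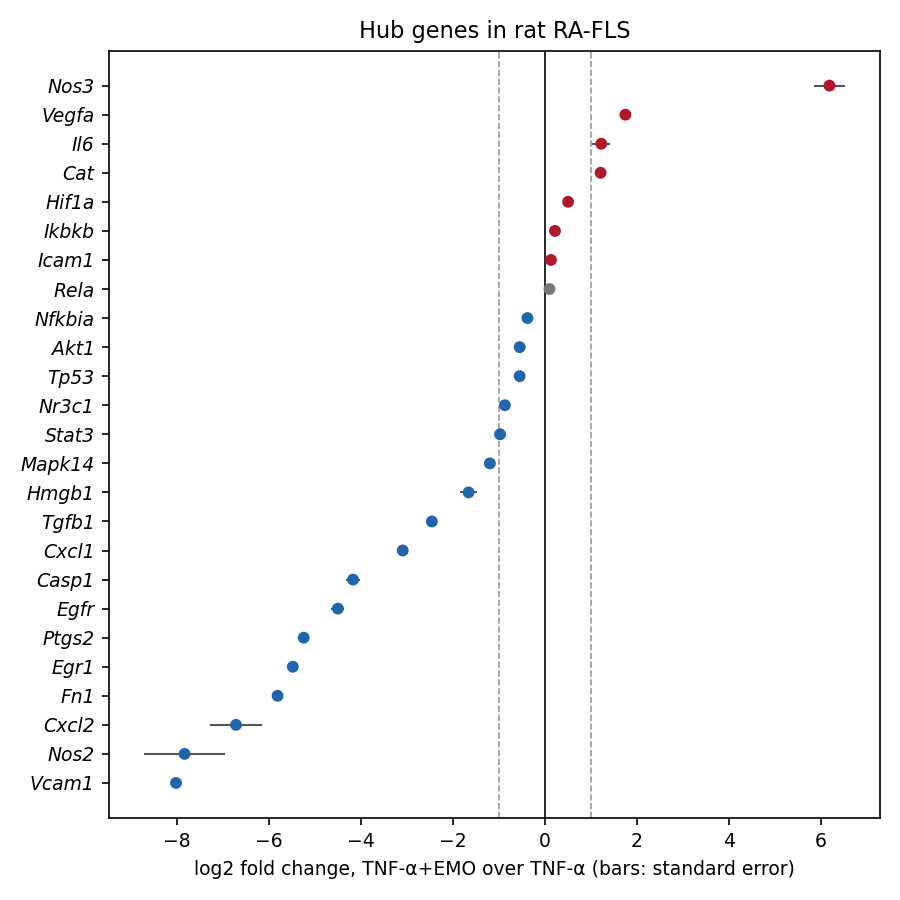
Log2 fold change (TNF-α+EMO over TNF-α, 3 libraries each) of the tested hub genes reported here, with bars of 1 standard error. Red and blue points are higher and lower at an adjusted p under 0.05, the grey point (Rela) is not past it, dashed lines mark -1 and 1, and the values of Nos2 and Cxcl2 rest on TNF-α+EMO libraries at the floor.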

Our results indicate that the hub genes of the anti-Ra effect of EMO are CASP1, CASP3, EGFR, EGR1, FN1, etc. According to network pharmacology analysis results, the action pathways of EMO were found to be mainly related to inflammation, infection, and cell fate, particularly the macrophage. We also focused on the influence of EMO on the cytokines IL-6 and IL-1β, which are secreted mainly by macrophages (Yao et al., 2014; Rodriguez et al., 2019). We then conducted a series of experiments to confirm our findings, which demonstrated that EMO effectively inhibited the proliferation of RA-FLS cells.

In recent years, it has been found that abnormal cell apoptosis can lead to excessive hyperplasia and hypertrophy of synovial tissue, thereby promoting the occurrence and development of RA (Misra et al., 2021). Synovial cells of RA patients have abnormal apoptosis process. Abnormal cell apoptosis in RA is not only related to the abnormal expression of apoptosis-related genes, but also many molecules are involved in the regulation of apoptosis, such as Fas-gene, Bcl-2 gene and some oncogene and Caspase-3, etc., (Zhu et al., 2016; Ma et al., 2021). Caspase-3, also known as cysteine protease 32, is one of the most important executors of apoptosis in the Caspases family. There is evidence that proteases are closely related to apoptosis, which seems to be a process of protease cascade cleavage. Different proteases respectively cleave the pre-Caspase-3 thereby activating Caspase-3. The activated Caspase-3 cleaves different substrates (including cytoskeleton proteins and DNA repair proteins, etc.), resulting in protease cascade cleavage and amplification, and finally the cell moves towards apoptosis. Studies have confirmed that Caspase-3 expression is upregulated and the level of apoptotic cells in the synovial tissue of rats treated with moxibustion is relatively high, and the symptoms of RA are alleviated. However, apoptosis is not activated by a single pathway, but by many parallel pathways, when one of the pathways is blocked, it cannot completely inhibit apoptosis (Lakhani et al., 2006, 7). It is still necessary to conduct in-depth research on the various pathways that cause apoptosis, and to find out the key points of the apoptosis pathway, to open up new ways for the treatment of RA.

PTGS2 is the core gene in the biosynthesis of prostaglandin, which is responsible for the prostanoid biosynthesis involved in inflammatory response and regulation of the content of inflammatory cytokines (Bellone et al., 2006; Li et al., 2020). Among the inflammatory cytokines related to RA, IL-1 and IL-2 are mostly studied. Existing studies have found that after RA modeling in rats, the content of IL-1 in the blood increases, and the content of IL-2 decreases. The content of IL-1 in rats that received moxibustion acupuncture and infrared treatment was significantly downregulated relative to that of animals in the RA model group. Moreover, the content of IL-2 of rats that had undergone moxibustion acupuncture and in frared treatment was upregulated relative to that of rats in the RA model group. In addition, chemicals released during inflammation such as serotonin, prostaglandins, and cytokines including TNF-α can activate pain receptors. TNF-α is also an important inflammatory factor that mediates synovitis and the breakdown of the junction between bone and cartilage (Zhang et al., 2021). ESR1 (ERa), which is key to estrogen receptor regulation, is expressed in osteoblasts, osteoclasts, and chondrocytes (Dall and Britt, 2017; Lu and Herndon, 2017). After combining with the nuclear estrogen receptor. Estrogen exerts its biological effects through various cascade reactions. In recent years, several clinical observational programs have confirmed that estrogen has a dramatic effect on RA, because it can be found in the clinic that the incidence of RA in menopausal women is significantly higher than that in men of the same age, and the incidence is basically the same for men and women after the age of 80; RA patients often relieve spontaneously during pregnancy, and may worsen after childbirth (Sapir-Koren and Livshits, 2016).

HMGB1 has been demonstrated to play an essential role in autoimmune diseases such as rheumatoid arthritis (RA), as well as in inflammatory events (Zhou et al., 2008). Specifically, HMGB1 has been shown to induce the release of TNF-α from activated macrophages, which in turn leads to macrophage translocation to the cytoplasm. Furthermore, HMGB1 has been found to promote osteoclast formation by binding to a receptor activator of NF-κB ligand, thus inducing additional destructive effects on the joint tissues of RA patients (Zhou et al., 2008). Notably, NF-κB-related genes were identified as a core target of EMO.

NF-κB signaling pathway is extensively involved in non-specific immune processes and inflammatory responses, and the proteins implicated in this pathway include RelB, RelA/P65, NF-κB1 P50/P105, C-REL and NF-κB2 P52/P100. Activation of this pathway activates the expression of immune molecules, producing a powerful inflammatory response (Ghosh et al., 1998). In general, NF-κB binds to its inhibitory protein IκB and does not play a biological role, however, in the presence of activators including IL-17, TNF-α as well as IκB undergo phosphorylation and ubiquitination, and finally broken down by enzymes under the action of IκB kinases (IKKs). After breaking down of IkB, the nuclear entry signal of transcription factor NF-κB is exposed and immediately enters the nucleus to begin the transcription process (Baldwin, 1996). Activated NF-κB signaling pathway induces T cell activation, mediates inflammatory response, and leads to abnormal proliferation of RA-FLS, which stimulates osteoclast proliferation, joint deformity, and bone erosion, thus exacerbating RA. In addition, activation of NF-κB produces cytokines and acute response proteins that activate the immune response and increase the expression of adhesion molecules, which increase the inflammatory level of RA. Moreover, immune products (IL-1β, TNF-α, IL-17, IL-6, etc.) produced by NF-κB signaling pathway can activate the NF-κB signaling pathway, this positive feedback effect keeps the NF-κB signaling pathway activated, which can be terminated when the NF-κB signaling pathway is inhibited. In addition, existing studies also confirm that chondrocytes are implicated in progression of RA by modulating activation of NF-κB mediated by transmembrane protein 147 (TMEM147) (Ota et al., 2020). Studies should thus be conducted to design drugs that inhibit this pathway in RA treatment.

In summary, our study revealed that EMO holds an anti-inflammatory effect for RA, targeting HMGB1, STAT1, EGR1, NR3C1, EGFR, MAPK14, CASP3, CASP1, IL4, IL13, IKBKB, FN1. Though promising, there are still areas of improvement. The RNA-seq data was sourced from synovial cells while the sc-RNA-seq was sourced from peripheral blood mononuclear cells, exposing potential differences. Moving forward, our research group will conduct animal experiments to validate EMO’s role *in vitro* and conduct single-cell RNA sequencing of synovial cells to further explore the local targets of EMO in the joint.

## Data Availability

The datasets generated or analyzed for this study can be found in the GSE232679, GSE55457, GSE159117 https://www.ncbi.nlm.nih.gov/gds.

How the deposited data were processed for this re-analysis (not part of the article)

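The re-derived values come from 6 RNA-seq libraries of rat RA-FLS, 3 treated with TNF-α and 3 with TNF-α and EMO, grouped as the sample labels and the paper give them. The authors' provider prepared poly(A)-selected paired-end libraries, cleaned the reads and aligned them with Hisat2. The authors deposited counts per gene for each library, which are raw counts without normalization, for 34156 genes. The authors also deposited FPKM values, which scale counts by gene length and mapped reads. For genes with at least 100 counts, the median ratio of a deposited FPKM to one recomputed from the counts, the deposited gene length and the library total ranged from 0.955 to 1.05 between libraries, so FPKM was scaled to another total than the sum of counts, and FPKM was used for no result. The authors' deposited table of comparisons was made with DEseq according to the paper's methods, and gives a group mean score (counts after scaling by size factors), a log2 fold change, a p-value and an adjusted p-value per gene. The log2 fold change the authors deposited is TNF-α+EMO over TNF-α, as its sign matched the counts for 99.7% of the genes with a comparison. The genome build, the annotation version, the counting program and the strand setting are not named in the paper's text, and coordinates are given as deposited. No genome was used here, so GC content was not examined.

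Every value in the inserted text was computed from the counts, except those named as the paper's or from the authors' deposited table. Genes with at least 10 counts in at least 3 libraries were kept (13614 genes). Counts were normalized by TMM and fitted with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood fit with robust estimation and its F test), with Benjamini-Hochberg adjustment over the genes tested. The standard error of a log2 fold change is its size divided by the square root of the F statistic. The common biological coefficient of variation was 0.121. Normalized counts are counts scaled by the TMM effective library size to the mean over the libraries. Over-representation of DEGs in a list was tested by a one-sided Fisher's exact test against the other tested genes, with the odds ratio computed with 0.5 added to each cell, and the direction of a list by camera of limma 3.58.1 with an inter-gene correlation of 0.01. Both were adjusted over 10 lists written by hand before the data were examined. DESeq2 1.42.0 was an alternative. The fits were tested on simulated counts at the real library sizes. edgeR recovered 98.4% of 192 changed genes among 13402 with 5.03% false calls, and DESeq2 recovered 95.8% with 8% false calls. The simulation gave all genes the same dispersion and changed few of them, whereas 11008 of the 13614 genes passed an adjusted p of 0.05 in the data. It therefore does not test the calls or the scaling where most genes change.

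The libraries held 16813322 to 17794455 counts, and this depth sets a floor of 3 counts per gene and library. Fold changes against a group at the floor were computed against 3 counts scaled as the libraries are, and are lower bounds. Such floors and the Wilson intervals at 95% confidence cover counting error only, since reads without molecular identifiers are not independent molecules. With 3 libraries against 3, the smallest p an exact permutation test can give is 0.1, so p-values rest on the spread shared across genes by edgeR, limma or DESeq2.

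The replicate numbers come from the sample labels, and whether libraries of the same number were handled together is not stated in the paper's text. The genes named are the 5 with the largest increase and the 5 with the largest decrease in log2 fold change among DEGs with a mean of at least 100 counts, a gene name in place of only an identifier (clone identifiers were passed over) and no overlap between the groups, every hub gene and gene labelled in Figure 8A, the aryl hydrocarbon receptor targets, and Y-linked genes. The rule was written before the data were examined. It also named Xist, which was not analysed here. Of the list members, 7 of the ECM-receptor list, 2 of the cell cycle list, 1 of the Nrf2 target list and 1 of the p53 target list were not analysed here. The values of some single hub genes are not reported here.

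The alternatives set before the data were examined were other fold change and p thresholds, DESeq2, other scalings, other filters on low counts, the replicate block, another gene set test and leaving out each library in turn. An adjusted p under 0.01 with an absolute log2 fold change over 2, leave-one-out fits on a fixed set of genes, an adjustment for gene length, a cytokine list without 3 genes that are neither cytokines nor receptors, and genes at the floor set to their bounds were added after seeing the data. The proliferation assays, the MH7A cell experiments, the patient and single-cell datasets and the docking were not analysed here, and KEGG, GO and GSEA gene sets were not used here.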

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

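The tests of cell sex, poly(A) selection and scaling, and the counts of other splits for the stress response and p53 lists, were chosen after the results were seen. Groups of 3 libraries are too small to test for an outlying library, and each result that follows was picked out as a count or median the paper does not report, although single genes in it, such as C3, Klra2 and Vwa2, are labelled in the paper's Figure 8A.

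Of all genes, 489 had at least 10 counts in every TNF-α library and at most 3 in every TNF-α+EMO library, and 170 showed the reverse. If the groups were different cells, gains or losses of chromosome segments would shift runs of neighbouring genes together. The largest absolute median log2 fold change of 51 neighbouring genes was 1.45, on chromosome 18 from 29608588 to 37819097, and 12 of 1000 shuffled gene orders gave a value as large (permutation test of gene order, one-sided p = 0.013). That window holds 14 protocadherin genes of one family, which were left out after the window was seen, and the median was -0.52 without them. In the window, 18 of the 51 genes rose. No chromosome's median was further from 0 than the -0.27 of chromosome 13. The largest values over the shuffles had a median of 1.03, so the scan would miss the smaller shift of a single extra copy, and it does not decide whether segments were gained or lost. Different sex of the cells would leave Y-linked genes at 3 counts or fewer in one group, but the lowest count of Eif2s3y and Kdm5d in any library was 343. Different cells, whether another clone or a mislabelled culture, therefore remain a candidate explanation that cannot be told apart from an effect of EMO with these data. A comparison of sequence variants between the groups would address it, and reads were not analysed here.

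All 13 tested mitochondrial mRNAs were lower with EMO, with a median log2 fold change of -4.32, while both mitochondrial rRNAs were higher, by at least 3.00 on the log2 scale (largest adjusted p = 3.1e-11, edgeR). Mitochondrial genes took 3.35% to 3.58% of the counts in the TNF-α libraries and 0.363% to 0.399% in the TNF-α+EMO libraries. Less complete poly(A) selection would raise other RNAs without a tail, but the median log2 fold change of 80 small nucleolar and small nuclear RNAs was 0.045 (0.068 for 71 small nucleolar and -0.51 for 9 small nuclear RNAs). That test does not point to poly(A) selection. The highest median over all settings was -4.25, but the scalings tried moved the median of all tested genes by at most 0.11, too little to undo the fall, so this does not test scaling. A scaling factor moves all genes of a library alike, and so cannot by itself lower the mRNAs and raise the rRNAs. A hypothesis is that EMO, or the state of the treated cells, may lower mitochondrial mRNAs and raise mitochondrial rRNAs, but different cells remain open as above.

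All 12 genes of the stress response list were higher with EMO in all 3 libraries against all 3, with a median log2 fold change of 3.99 (camera, adjusted p = 5.1e-26). Of 11 p53 targets, 10 were higher, with a median of 2.03 (camera, adjusted p = 1.7e-06). The libraries of the groups did not overlap in 10 of the 11. Among all tested genes 82.9% had no overlap, so its absence alone does not mark these lists out. Across the alternatives, the medians ranged from 3.88 to 4.53 (adjusted p from 1.2e-31 to 1.2e-08) and from 1.78 to 2.31 (adjusted p from 3.0e-08 to 1.9e-04). Adjusting the fold changes for gene length gave 4.53 and 2.31. For each of these 2 lists, only 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave a median as large, and the share cannot fall under 0.1. The lists are in line with a stress response of the cells at this dose of EMO, which may itself account for part of the other changes, but this was not tested, and a difference between cultures cannot be excluded.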

How the results depend on the processing

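The alternatives named here were set before the data were examined, except the combination of an adjusted p under 0.01 with an absolute log2 fold change over 2, the leave-one-out fits that kept the genes tested with all 6 libraries, the adjustment for gene length, the cytokine list without 3 genes that are no cytokines or receptors, and genes at the floor set to their bounds, which were chosen after seeing the data. Where a value moved, the cause was not tested unless one is given.

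The number of DEGs was 6442. It was 3064 with an absolute log2 fold change over 2, 11008 with no fold change threshold, 3037 with an adjusted p under 0.01 and an absolute log2 fold change over 2, and 3065 with DESeq2 at those same thresholds. Under the other alternatives it stayed within 1.5 times, with DESeq2 at 6409, library size only at 6334 and no filter at 7408. The fits that each left out one library gave from 5406 to 6462.

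The share of DEGs higher with EMO was 41.3%. It was 26.4% with an absolute log2 fold change over 2, 26.3% with an adjusted p under 0.01 and an absolute log2 fold change over 2 and 26.3% with DESeq2 at those thresholds, 48.7% with no fold change threshold, 38.2% with glmTreat, 36.1% with library size only and 39.4% with upper quartile scaling. Leaving out one library gave from 38.0% to 44.2%. Applying the filter of 3 libraries to 5 drops genes counted in a single group. With the tested genes kept, leaving out a TNF-α library gave 41.2% to 41.4%, so the filter accounts for those moves, while leaving out TNF-α+EMO replicate 3 still gave 39.8%. Library size only moved the median log2 fold change of all tested genes by -0.11, and no filter by -0.12.

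The over-representation of chemokine, cytokine and ECM-receptor genes kept its direction and stayed past the threshold under every alternative run, with odds ratios from 4.31 to 28.7, from 1.97 to 4.10 and from 6.53 to 23.4. That of hub genes, 1.86 and not past the threshold, became significant with an absolute log2 fold change over 2 (2.78), no fold change threshold (4.19), glmTreat (2.31), an adjusted p under 0.01 with an absolute log2 fold change over 2 (2.82, and 2.78 with DESeq2), library size only (2.24), upper quartile scaling (2.19), no filter (3.26) and a mean of at least 50 counts (2.21). Leaving out one library gave from 1.80 to 2.34, and it also became significant without TNF-α replicate 2 (2.34, adjusted p = 0.032) and without TNF-α replicate 3 (2.27, adjusted p = 0.038). Adjusted p over all alternatives ranged from 0.0016 to 0.12.

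The direction of the cell cycle, chemokine, ECM-receptor and NF-κB target lists stayed the same and past the threshold under every alternative run. The cytokine list had a median log2 fold change of -1.15, and leaving out one library gave from -1.64 to -0.34, and it was not significant in one of those 12 fits, the one without TNF-α replicate 2 (adjusted p = 0.052, range over the alternatives 2.8e-07 to 0.052). The target list of the aryl hydrocarbon receptor, of 6 genes, had a median of -1.12. It was -1.12 and no longer significant with no filter, and -1.13 and no longer significant with the replicate block (adjusted p = 0.083). After the adjustment for gene length, the sign of the median reversed, to 0.17. The adjusted p there, 0.0014, is not a test of the median, so it does not show that the list was higher. Leaving out one library gave from -1.31 to -0.96, and 3 fits with the tested genes kept were not significant. The adjusted p of this list ranged from 4.7e-07 to 0.083, so its call and the sign of its median depend on the setting.

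Of the named genes, Rela reversed to -0.014 with library size only and to -8.5e-04 without TNF-α replicate 3, and Tiparp to -0.025 without TNF-α replicate 1, and none of these was past the threshold. Leaving out one library gave from -8.5e-04 to 0.14 for Rela and from -0.025 to 0.22 for Tiparp, which was significantly higher in one fit, without TNF-α+EMO replicate 3 (0.22, adjusted p = 0.039, range over the alternatives 0.039 to 0.98). Icam1 and Ikbkb lost significance in most alternatives. In the fits with the filter applied anew, 9 of 48 named genes had no value without one TNF-α library, and 7 without one TNF-α+EMO library. The correlation of same-numbered libraries' deviations was 0.026, and with the replicate block the number of DEGs was 6421 and the share higher 41.2%.

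The depth limits genes at the floor. In 9 of 22 chemokine and 10 of 53 ECM-receptor genes, the 3 TNF-α+EMO libraries held 3 counts or fewer, so edgeR's sizes for them are not measured. The same holds for cytokine genes, with 11 of 78 at the floor with EMO and 7 without it. It also holds for 5 of 32 NF-κB targets with EMO. With genes at the floor set to their bounds and the fold changes tested by limma's cameraPR, the median of the chemokine list was -4.91 in place of -6.74 and that of the ECM-receptor list -3.55 in place of -3.84, and every list kept its direction and call. The medians of the cytokine and NF-κB target lists stayed at -1.15 and -2.39.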

Differences from the paper's values

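The paper's text gives 3385 DEGs, against 6442 here at an adjusted p under 0.05 and an absolute log2 fold change over 1. Of the alternatives set before the data were examined, 2 came within 1.5 times of the paper's number, an absolute log2 fold change over 2 (3064) and a mean of at least 50 counts (4973). The others did not, namely no fold change threshold (11008), glmTreat (5226), an unadjusted p under 0.05 (6468), DESeq2 (6409), DESeq2's size factors in edgeR (6431), library size only (6334), upper quartile scaling (6413), no filter (7408), the replicate block (6421) and leaving out each library in turn (5406 to 6182). Chosen after seeing the values, an adjusted p under 0.01 with an absolute log2 fold change over 2 gave 3037, and 3065 in DESeq2. In the authors' deposited table, 7003 genes had an adjusted p under 0.05 and an absolute log2 fold change over 1, and exactly 3385 had an adjusted p under 0.01 and an absolute log2 fold change over 2 (909 higher and 2476 lower with EMO). That combination was found among 48 combinations of thresholds tried on the deposited table after its values were seen.

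Figure 8A plots C3, Aldh3a1 and Adamts9 on the side of increased genes and Klra2 and Vwa2 on the side of decreased genes. Here, and in the authors' deposited table, C3, Aldh3a1 and Adamts9 were lower with EMO, and Klra2 and Vwa2 were higher. C3 was at least 5775-fold lower, Klra2 at least 725-fold higher and Vwa2 at least 476-fold higher here, and Aldh3a1 and Adamts9 had log2 fold changes of -11.45 and -10.64. Taken as TNF-α over TNF-α+EMO, the order in the panel's title, the values of Figure 8A, read by eye, are about 14, about 11 and about 11 for C3, Aldh3a1 and Adamts9 and about -14 and about -11 for Klra2 and Vwa2. For C3, Klra2 and Vwa2 the sizes are not compared, since with a group at the floor the size depends on the small count edgeR adds. In the panel's order Aldh3a1 and Adamts9 had 11.45 and 10.64 here, and Aldh3a1 had 12.11 without TNF-α+EMO replicate 3.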

Other observations

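The tests of gene length and of detected genes were chosen before their results were seen, and the counts of other splits for the hub and Nrf2 lists after.

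The paper reports reduced proliferation, and in RA-FLS all 32 tested genes of a cell cycle list were lower with EMO. The median log2 fold change was -4.58 (camera, adjusted p = 4.0e-36), and from -4.72 to -4.28 across the alternatives. In 31 of the 32, all 3 libraries were lower than all 3, where 82.9% of all tested genes had no overlap in either direction. An Nrf2 target list had a median of 0.62 (camera, adjusted p = 0.025), with 9 of 11 genes higher and from 0.51 to 1.07 across the alternatives (adjusted p from 4.1e-06 to 0.048). Only 4 of the 11 were DEGs, an odds ratio of 0.67 (one-sided Fisher's exact test, adjusted p = 0.85). Gsr and Gclm were lower, with log2 fold changes of -0.56 and -0.55. The highest value, 2.55 for Ftl1, comes from an entry without an intron, which may be a copy of the gene. Only 1 of the 10 splits of the 6 libraries, the real one, gave as many DEGs as the 6442 observed. The other 9 splits gave 0 DEGs, and 17 to 28 genes at an unadjusted p under 0.05. For the over-representation of the chemokine, cytokine, ECM-receptor and hub lists the number is also 1 of 10, but only because splits without DEGs give no odds ratio, so it shows no stability. It was 1 of 10 too for the direction of the chemokine, cytokine, ECM-receptor, hub, cell cycle, NF-κB target, aryl hydrocarbon receptor target, Nrf2 target, stress response and p53 target lists. Of these splits, 4 part all 3 same-numbered pairs as the real one does, and only the real one among those 4 gave results as large. The 10 splits cannot give a share under 0.1.

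Long genes were lower with EMO. The quintile of genes with the longest genomic span had a median log2 fold change of -0.61 and the shortest quintile 0.28, and Spearman's rho across genes was -0.18 with the genomic span and -0.22 with the exonic length. Gene length bias of the counting or libraries would act through exonic length, and at a given exonic length the partial rho with the span was -0.052, while that with exonic length at a given span was -0.15. Libraries of the same group also differed by length, with an absolute rho of up to 0.301 (TNF-α+EMO replicates 1 and 3), against 0.132 to 0.222 between the groups. All 9 comparisons between the groups had the same sign, and rho ignores the size of a difference, which was a median of 0.232 log2 units between TNF-α+EMO replicates 1 and 3 against 0.935 to 1.01 between the groups. The comparison thus does not decide whether a difference between libraries unrelated to EMO plays a part, and a length bias remains a candidate explanation. After adjustment for length, the median of the cytokine list was -0.74 in place of -1.15, that of the ECM-receptor list -2.91 in place of -3.84, and that of the chemokine list -6.66 in place of -6.74.

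Fewer genes were detected with EMO. After every library was thinned to the smallest total, the TNF-α+EMO libraries had at most 12597 genes with at least 10 counts, against at least 13332 in the TNF-α libraries, so depth does not account for it. Without the 100 genes with most counts, the TNF-α+EMO libraries had at most 12495 and the TNF-α libraries at least 13231, so a few genes taking most of the counts do not account for it. The groups being different cells remains open, and the biological reading is a hypothesis.

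A hypothesis written before the data were examined was that targets of the aryl hydrocarbon receptor change together, since Aldh3a1 is labelled in Figure 8A. The median log2 fold change of the 6 genes tested was -1.12 (camera, adjusted p = 6.7e-05), with 4 lower and 2 higher. In 4 of 6, the libraries of the groups did not overlap, a smaller share than the 82.9% of all tested genes. The list includes Aldh3a1 itself, so the test partly restates the observation that prompted it, and the list without Aldh3a1 was not tested. The log2 fold changes were -11.45 for Aldh3a1, -7.03 for Cyp1b1, -1.51 for Ugt1a6, -0.72 for Ahrr, 0.12 for Tiparp and 0.78 for Nqo1, of which those of Ahrr and Tiparp were not past the threshold. The remaining members of the list, Cyp1a1 and Cyp1a2, had 0 counts in every library of both groups and were not tested. The direction and call stayed under 15 of 21 alternatives (adjusted p from 4.7e-07 to 0.083 over the 21), and the median was 0.17 after the adjustment for gene length, which was chosen after seeing the data. The list as a whole, with Aldh3a1 included, was lower in the main comparison, but a common direction of its members was not shown.

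The paper measured IL-6 and IL-1β protein in MH7A cells, where both were lower with EMO in the paper's data. In rat RA-FLS, Il6 mRNA rose, with a log2 fold change of 1.23 (standard error 0.20, adjusted p = 1.5e-04, edgeR) and 0.98 to 1.36 across the alternatives, and Il1b had 6, 4 and 13 counts in the TNF-α libraries and 0 in each TNF-α+EMO library, too few to test. The paper also reports lower COX2 and HMGB1 in MH7A cells and no difference in total p38MAPK protein. In rat RA-FLS, the log2 fold change was -5.24 for Ptgs2, -1.66 for Hmgb1, whose reads near-identical copies can share, and -1.20 for Mapk14, which encodes a p38MAPK. The Hmgb1 entry has no intron and may itself be a copy, so its value may not stand for the functional gene. Fibroblast markers fell, with log2 fold changes of -4.91 for Col1a1, -6.59 for Pdgfra and -0.92 for Vim, and the epithelial marker Krt8 also fell, with -2.28. Of the macrophage or monocyte markers, Cd14 fell, with -1.10, Cd68 rose, with 0.75, and Itgam rose from 1, 0 and 0 counts to 12, 10 and 14, at least 3.97-fold. These 7 genes were picked from the marker list after their values were seen. The other macrophage or monocyte markers, Csf1r, Lyz2, Aif1, Adgre1 and Ptprc, had at most 5 counts in any library, too few to test. The fibroblast markers Thy1 and Prg4 had at most 7 counts in any TNF-α library and 0 in each TNF-α+EMO library.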
